# Volatile Organic Compounds Emitted by the Biocontrol Agent Pythium oligandrum Contribute to Ginger Plant Growth and Disease Resistance

**DOI:** 10.1128/spectrum.01510-23

**Published:** 2023-08-03

**Authors:** Taha Majid Mahmood Sheikh, Dongmei Zhou, Haider Ali, Sarfraz Hussain, Nan Wang, Siqiao Chen, Yishen Zhao, Xian Wen, Xiaoyu Wang, Jinfeng Zhang, Lunji Wang, Sheng Deng, Hui Feng, Waseem Raza, Pengxiao Fu, Hao Peng, Lihui Wei, Paul Daly

**Keywords:** *Pythium oligandrum*, volatile organic compounds, ginger, *Zingiber officinale*, transcriptomic analysis, plant growth promotion, *Pythium myriotylum*, disease severity

## Abstract

The oomycete Pythium oligandrum is a potential biocontrol agent to control a wide range of fungal and oomycete-caused diseases, such as Pythium myriotylum-caused rhizome rot in ginger, leading to reduced yields and compromised quality. Previously, *P. oligandrum* has been studied for its plant growth-promoting potential by auxin production and induction of disease resistance by elicitors such as oligandrin. Volatile organic compounds (VOCs) play beneficial roles in sustainable agriculture by enhancing plant growth and resistance. We investigated the contribution of *P. oligandrum*-produced VOCs on plant growth and disease suppression by initially using Nicotiana benthamiana plants for screening. *P. oligandrum* VOCs significantly enhanced tobacco seedling and plant biomass contents. Screening of the individual VOCs showed that 3-octanone and hexadecane promoted the growth of tobacco seedlings. The total VOCs from *P. oligandrum* also enhanced the shoot and root growth of ginger plants. Transcriptomic analysis showed a higher expression of genes related to plant growth hormones and stress responses in the leaves of ginger plants exposed to *P. oligandrum* VOCs. The concentrations of plant growth hormones such as auxin, zeatin, and gibberellic acid were higher in the leaves of ginger plants exposed to *P. oligandrum* VOCs. In a ginger disease biocontrol assay, the VOC-exposed ginger plants infected with *P. myriotylum* had lower levels of disease severity. We conclude that this study contributes to understanding the growth-promoting mechanisms of *P. oligandrum* on ginger and tobacco, priming of ginger plants against various stresses, and the mechanisms of action of *P. oligandrum* as a biocontrol agent.

**IMPORTANCE** Plant growth promotion plays a vital role in enhancing production of agricultural crops, and Pythium oligandrum is known for its plant growth-promoting potential through production of auxins and induction of resistance by elicitors. This study highlights the significance of *P. oligandrum*-produced VOCs in plant growth promotion and disease resistance. Transcriptomic analyses of leaves of ginger plants exposed to *P. oligandrum* VOCs revealed the upregulation of genes involved in plant growth hormone signaling and stress responses. Moreover, the concentration of growth hormones significantly increased in *P. oligandrum* VOC-exposed ginger plants. Additionally, the disease severity was reduced in *P. myriotylum*-infected ginger plants exposed to *P. oligandrum* VOCs. In ginger, *P. myriotylum*-caused rhizome rot disease results in severe losses, and biocontrol has a role as part of an integrated pest management strategy for rhizome rot disease. Overall, growth enhancement and disease reduction in plants exposed to *P. oligandrum*-produced VOCs contribute to its role as a biocontrol agent.

## INTRODUCTION

Plant growth promotion by beneficial microorganisms is a well-studied phenomenon frequently linked to the production of microbial volatile organic compounds (VOCs) and phytohormones (1–4). Pythium oligandrum, a non-plant-pathogenic oomycete, has been studied for its antagonistic effects against plant pathogens (5, 6) as well as reported for its plant growth-promoting potential, either by the production of compounds such as auxins (7) or by induction of resistance through elicitors (8). Previously, *P. oligandrum* VOCs have been suggested to contribute to the growth inhibition of the plant pathogens Phoma medicaginis, Mycosphaerella pinodes (9), Pythium ultimum, and Fusarium oxysporum (10). Moreover, we found that *P. oligandrum*-produced VOCs inhibit Pythium myriotylum (11). *P. myriotylum* is a broad-host-range plant-pathogenic oomycete that causes a range of soilborne diseases, such as ginger soft rot disease (12–14), damping-off of chili pepper (15), and crown and root rot of hemp (16).

VOCs produced by antagonistic bacteria (1) and fungi (17) have been studied for their potential for plant growth promotion and regulation of hormone synthesis and nutrient transport (18–20). VOCs produced by Bacillus subtilis promoted Arabidopsis thaliana growth via the cytokinin signaling pathway (21) and by regulating the expression of 3-indoleacetic acid (IAA)-related genes (22). The VOC 2*R*,3*R*-butanediol produced by Pseudomonas chlororaphis O6 induced drought tolerance in *A. thaliana* through a salicylic acid (SA) signaling pathway-dependent mechanism by regulating stomatal opening and closing (23). Trichoderma asperellum VOCs promoted the growth of lettuce and induced resistance against Corynespora cassiicola and Curvularia aeria (17). In Nicotiana benthamiana seedlings exposed to the VOCs produced by Microbacterium aurantiacum, there was upregulated expression of the key genes involved in auxin, ethylene, jasmonic acid, and salicylic acid pathways (24). A volatile compound, tridecane, produced by Bacillus polymyxa E681 induced systemic resistance in *Arabidopsis* plants (25). *Streptomyces* spp. produce 3-octanone, which has been reported to enhance root growth in *Arabidopsis* (26). Hexadecane promoted plant growth and induced systemic resistance in *Arabidopsis* plants against Pectobacterium carotovorum and Pseudomonas syringae (27).

Oomycete diseases are among the most devastating plant diseases, causing losses of billions of dollars annually in agriculture (28, 29). *P. myriotylum* has been reported to cause diseases in a wide range of crops (30), including tobacco (31) and ginger (13). Pythium soft rot caused by *P. myriotylum* results in significant losses in crop yields (32, 33). As well as *P. oligandrum*, other species of non-plant-pathogenic oomycetes have been reported as antagonists of fungal and oomycete plant pathogens and potential biocontrol agents. For example, Pythium nunn has been reported as a parasite of an oomycete plant pathogen, Pythium ultimum (34), and Pythium periplocum antagonized the fungal plant pathogen Botrytis cinerea (35). Studies have revealed that oomycete species belonging to the *Phytophthora* or *Pythium* genus emit VOCs containing a diverse array of chemical groups, such as esters, alcohols, ketones, and alkenes. Interestingly, different plant-pathogenic *Phytophthora* species have been found to produce distinct sets of VOCs. For example, *P. plurivora* produces acetoin, 4-hydroxybutanoic acid, α-pinene, and Δ-3-carene, while *P. cactorum* produces acetone, dimethyl-disulfide, 1-hexanol, 1-heptanol, 1-octen-3-ol, 3-octanone, and 2-octen-1-ol (36). For *Pythium* species, the microbial antagonist *P. oligandrum* has been reported in our previous study to produce a range of VOCs, including methyl heptenone, 2-undecanone, 3-octanone, octanal, and hexadecane (11).

In our previous study, we demonstrated that *P. oligandrum*-produced VOCs could inhibit the growth of the ginger pathogen *P. myriotylum.* In this study, we aimed to investigate if *P. oligandrum* VOCs could contribute to plant growth promotion and disease control apart from the previously reported auxin-mediated mechanism of growth promotion and elicitor-induced disease resistance in plants. Initially, N. benthamiana was used to screen the effects as well as for deconvoluting the total VOCs. We found support for the role of *P. oligandrum*-produced VOCs in plant growth promotion and disease resistance. Transcriptome and metabolite analyses suggested that ginger growth promotion was mediated by changes in hormone levels.

## RESULTS

### *P. oligandrum* volatile organic compounds enhanced seedling growth in N. benthamiana *in vitro*.

To initially investigate the growth promotion potential of *P. oligandrum* GAQ1 VOCs (Po-VOCs) on N. benthamiana seedlings, a bipartite petri plate was used to prevent diffusion of secreted growth-promoting compounds through the agar. After 10 days, there were significant increases in shoot length (2.25-fold) and seedling dry weight (5.5-fold) in the seedlings exposed to Po-VOCs compared to the control (Fig. 1A; see Fig. S1 in the supplemental material). Moreover, roots were scanned to analyze the morphology of the roots exposed to Po-VOCs (Fig. 1B). The root morphological parameters showed that there were significant increases in the total root volume (3-fold), total number of root tips (2.6-fold), total root length (3-fold), and average root diameter (5-fold) of the seedlings exposed to Po-VOCs compared to the control (Fig. 1B).

**FIG 1:**
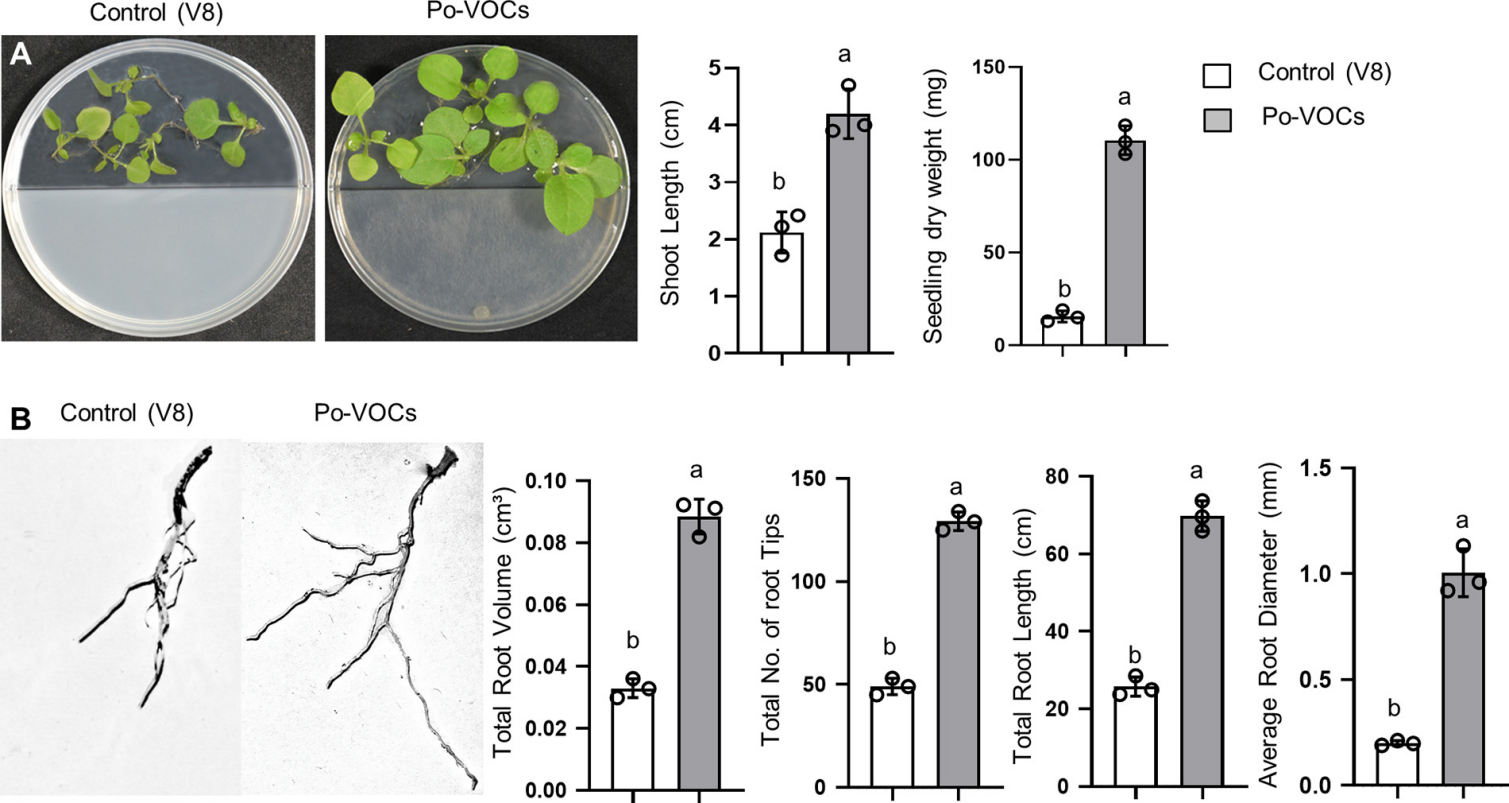
*P. oligandrum* volatile organic compounds (Po-VOCs) enhanced the growth of Nicotiana benthamiana seedlings. (A) The plates were imaged 10 days after exposure to Po-VOCs or the control (V8), and shoot length and seedling dry weight were measured. (B) Representative images of the roots of N. benthamiana seedlings exposed to Po-VOCs or control (V8) for 10 days. The scale bar represents 2 cm. Four root morphological parameters, including total root volume, total number of root tips, total root length, and average root diameter, were measured. Error bars indicate the standard error of the mean (*n* = 3). Different lowercase letters above the bars represent significant differences between treatments. Experiments were repeated twice with similar results, as shown in Fig. S1.

### Exposure to *P. oligandrum* VOCs increased the growth of N. benthamiana *in planta*.

*In planta* assays were performed to determine the growth-promoting potential of Po-VOCs in N. benthamiana plants. N. benthamiana plants were grown in the pots attached to the top of jars containing *P. oligandrum* to facilitate the exposure of the roots to *P. oligandrum* VOCs. The result showed that the N. benthamiana plants exposed to Po-VOCs for 21 days grew noticeably more than the control plants, suggesting that Po-VOCs positively influenced the growth of N. benthamiana (Fig. 2A; Fig. S2). Moreover, considerable increases were observed in shoot length (1.4-fold) and dry weight (2.1-fold) of N. benthamiana plants that were exposed to Po-VOCs compared to the control (Fig. 2A). Additionally, the effects of Po-VOCs on the root morphology were investigated. The root images of N. benthamiana taken after 21 days of Po-VOC exposure showed that there was an increase in root growth in plants that were exposed to Po-VOCs. The roots of plants that were exposed to Po-VOCs demonstrated significant increases in root volume (2.5-fold), number of root tips (2.2-fold), total root length (2.2-fold), and average root diameter (3.5-fold) compared to the control plants (Fig. 2B).

**FIG 2:**
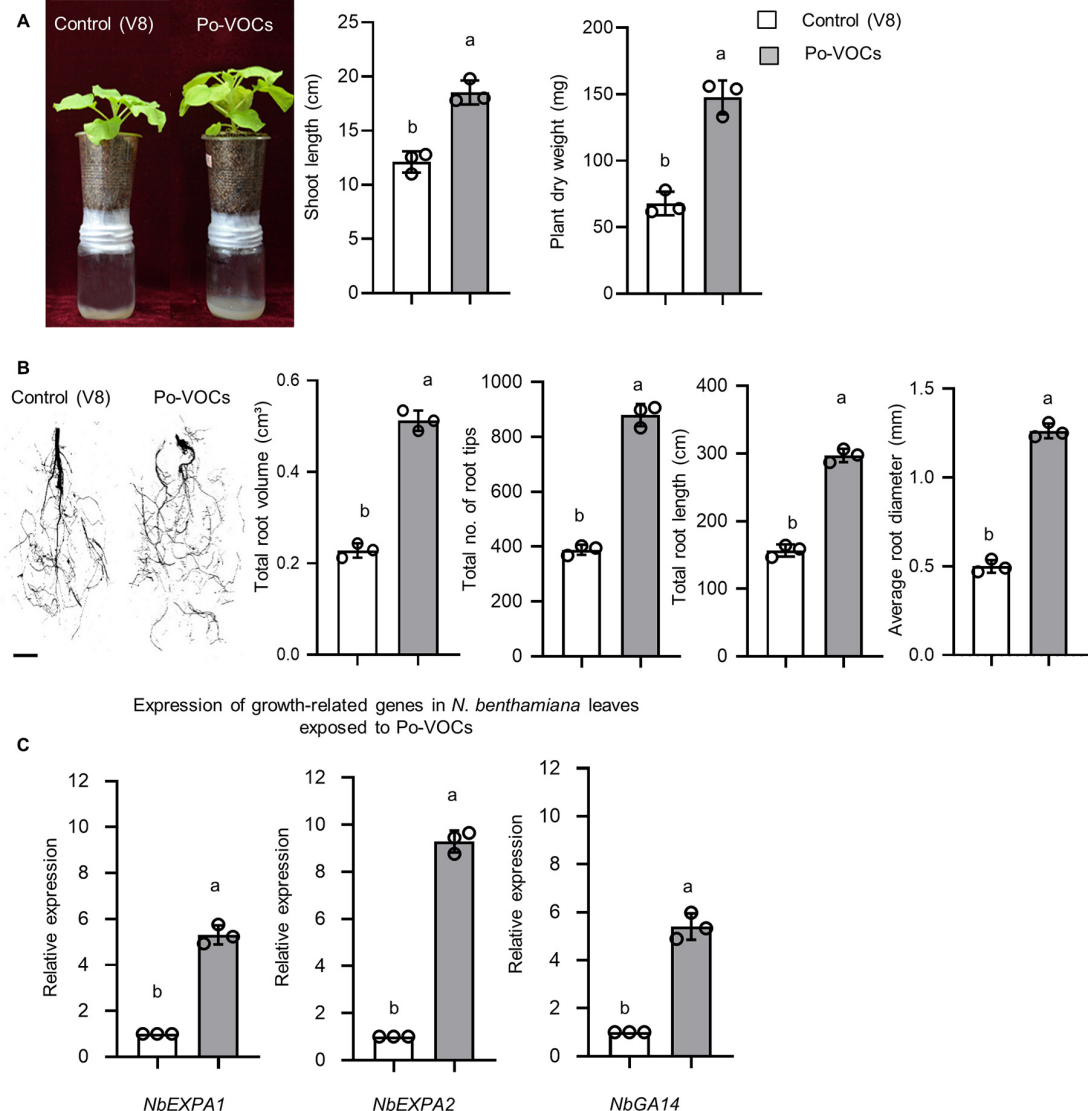
Volatile organic compounds produced by *P. oligandrum* enhanced the growth of Nicotiana benthamiana *in planta*. (A) The plants were imaged 21 days after exposure to the control (V8) or Po-VOCs to see the difference in growth by measuring the shoot length and dry weight of the plants. (B) Representative images of the roots of N. benthamiana plants exposed to Po-VOCs or the control (V8) for 21 days. (The scale bar represents 2 cm.) Root morphological parameters, including total root volume, total number of root tips, total root length, and average root diameter, were measured. (C) Expression of the genes related to growth in leaves of N. benthamiana after 21 days of exposure of plants to the VOCs produced by *P. oligandrum*. qRT-PCR was performed using *NbEF-1a* as an internal reference. Error bars indicate the standard error (*n* = 3). Different lowercase letters above the bars represent significant differences between treatments. Experiments were repeated three times with similar results, and the results of second and third repeats of experiment are shown in Fig. S2.

After 21 days of exposure to *P. oligandrum* VOCs, the expression levels of N. benthamiana genes related to growth were analyzed to see if the increased plant growth was associated with changes in gene expression. Our results showed that there was an increase in the expression of genes for expansin (5.2-fold in N. benthamiana *NbEXPA1* and 9.6-fold in *NbEXPA2*) and gibberellin-regulated protein (*NbGA14* [5.4-fold]) in N. benthamiana plants exposed to Po-VOC compared to the control (Fig. 2C). The expansins play a role in cell expansion, elongation, and growth. *NbGA14* is regulated by a plant hormone, gibberellin, with higher expression in plants with enhanced growth. Overall, we found that N. benthamiana in the presence of Po-VOCs had a significant increase in the expression of growth-related genes and biomass content. After screening the potential of *P. oligandrum*-produced VOCs on N. benthamiana growth, we studied the growth-promoting potential of these VOCs on ginger.

### *P. oligandrum* VOCs enhanced the growth in ginger plants.

In an *in planta* assay, the growth-promoting potential of Po-VOCs on ginger plants was evaluated after 21 days. The results showed significant increases in shoot length (2-fold) and plant dry weight (3.3-fold) of Po-VOC-exposed ginger plants compared to the control (Fig. 3A; Fig. S3). Additionally, the root images of ginger taken after 21 days of Po-VOC exposure showed increased root growth. The root morphological parameters showed that there were significant increases in root volume (1.5-fold), number of root tips (2.3-fold), total root length (2.5-fold), and average root diameter (1.5-fold) in the plants that were exposed to the VOCs produced by *P. oligandrum* compared to the control plants (Fig. 3B). These results demonstrated that exposure to Po-VOCs increased the growth of ginger plants.

**FIG 3:**
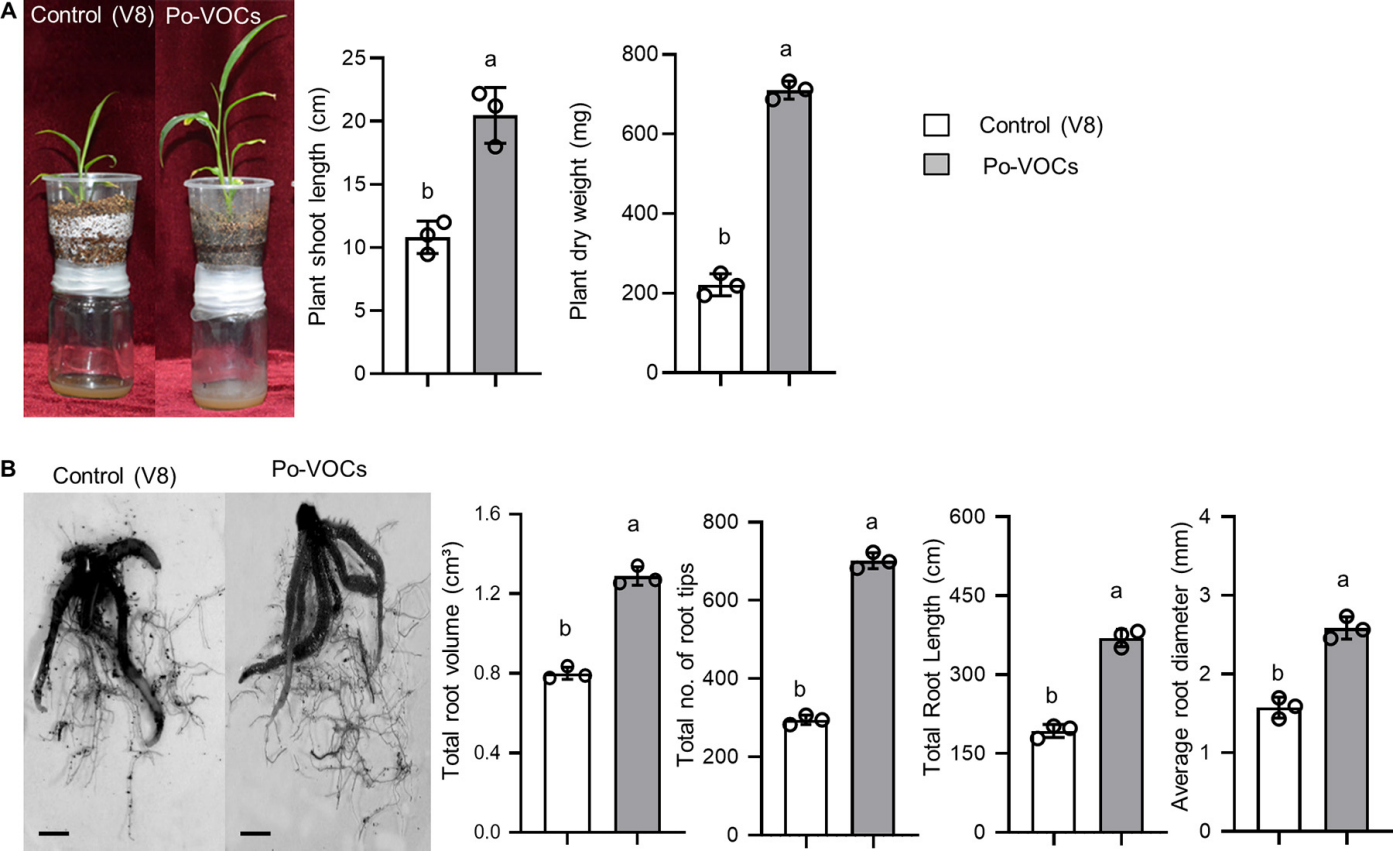
Volatile organic compounds produced by *P. oligandrum* enhanced the growth of ginger (Zingiber officinale) plants. (A) The plants were imaged 21 days after exposure to Po-VOCs or the control (V8) to see the difference in growth by measuring the shoot length and dry weight of the plants. (B) Representative images of the roots of ginger plants exposed to Po-VOCs or the control (V8) for 21 days. (The scale bar represents 2 cm.) Root morphological parameters, including total root volume, the total number of root tips, total root length, and average root diameter, were measured. Error bars indicate the standard error (*n* = 3). Different lowercase letters above the bars represent significant differences between treatments. Experiments were repeated three times with similar results, and the results of the second and third repeats of the experiment are shown in Fig. S3.

Interestingly, the trend regarding which of the rhizoscanner measurements had a bigger fold change (FC) increase differed between N. benthamiana and ginger. In N. benthamiana, the FC increases for root diameter (3.5-fold) and volume (2.5-fold) were larger than those for root length (2.2-fold) and number of root tips (2.2-fold) (Fig. 2). In ginger, the FC increases for root length (2.5-fold) and number of root tips (2.3-fold) were larger than those for root diameter (1.5-fold) and root volume (1.5-fold) (Fig. 3).

### *P. oligandrum* VOCs led to expression changes in ginger genes related to growth and defense.

To gain insight into the mechanism on how *P. oligandrum* VOCs lead to the enhancement of plant growth in ginger, transcriptome sequencing (RNA-seq) analysis was performed. Ginger leaves were sampled after 21 days of Po-VOC exposure and compared to those of the ginger plants grown in the absence of Po-VOCs. 

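Leaf blades were taken from 3 ginger plants exposed to Po-VOCs and from 3 control plants at 21 days, and 1 library was made from each plant. According to the paper's methods, stranded mRNA libraries were sequenced as paired-end reads, trimmed with Trimmomatic, mapped with HISAT2 to the Zo_v1.1 genome of Zingiber officinale and counted per annotated gene with HTSeq-count. The versions of these tools and the HTSeq-count mode, which sets whether reads shared by near-identical genes are dropped or counted, are not given in the sources used here. The authors deposited the read counts without normalization, and a second table of FPKM, which the methods attribute to Cufflinks. The total count on genes was 14029032, 14306349 and 14134910 in control replicates 1, 2 and 3, and 13695463, 14662442 and 14049343 in Po-VOCs replicates 1, 2 and 3. The median was 14134910 in the control group and 14049343 in the Po-VOCs group. All 299269 FPKM values above 0 equalled the gene's count divided by a single length per gene and by the total count of the library, within a tolerance of 0.1%, so both tables carry the same measurement on different scales. The files list 55601 genes, all of which were found in the RefSeq annotation of the same genome. Plants of one group differed by more than the sampling noise of their counts, with a chi-square of 18.6 to 39.4 per degree of freedom, and no library was a copy of another. From the deposited counts, genes with enough counts for a test were kept with edgeR's filterByExpr, which left 41508 genes, and library sizes were adjusted by the TMM method. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. A gene was called a DEG at an adjusted p below 0.05, an absolute log2 fold change above 1 and a mean deposited FPKM above 1 in the group with the higher mean, which follows the paper's thresholds. With 3 plants against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. Calls on single genes therefore rest on the model, which combines the gene's own spread with one shared across genes.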

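In a PCA of the log2 CPM (counts scaled to library size) of the 500 most variable genes, PC1 took 58.0% of the variance and PC2 took 28.5%. The control plants had PC1 scores of -46.4, -38.2 and -37.0, and the Po-VOC-exposed plants had scores of 27.3, 42.9 and 51.5. The group means were 81.1 apart, against an SD of 5.08 among the control plants (n = 3) and of 12.3 among the exposed plants (n = 3). The exact two-sided permutation test of the PC1 means gave p = 0.1, the smallest p that 3 plants against 3 allow. On PC2, control replicate 3 scored -58.1, while the other control plants scored 35.6 and 18.0 and the exposed plants lay between -4.17 and 5.41. The groups did not overlap on PC1 under any of the 12 other transformations, gene selections and subsets of libraries that were tried. Leaving out control replicate 3 moved the shares most, to 80.9% for PC1 and 9.94% for PC2.

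**Figure D1:**
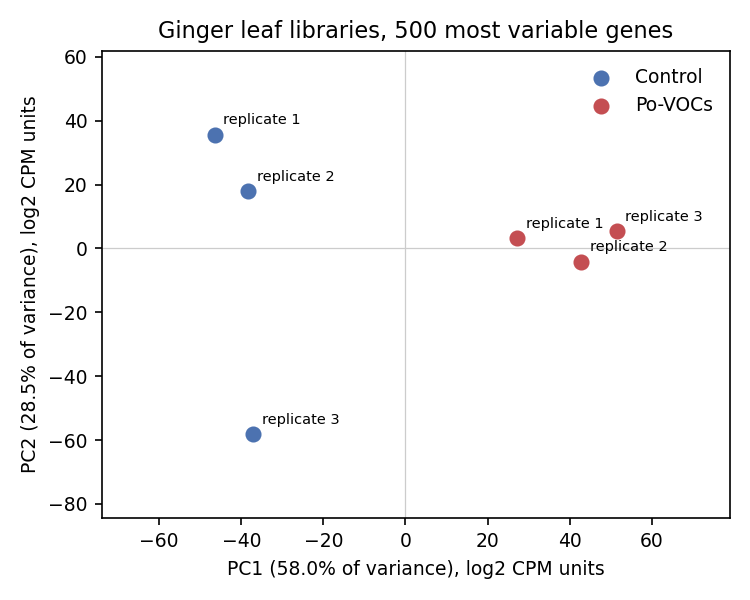
PCA of the 6 ginger leaf libraries on log2 CPM of the 500 most variable genes, with PC1 on the x axis and PC2 on the y axis, both in log2 units. Each point is 1 plant. The control plants lie between -46.4 and -37.0 on PC1 and the Po-VOC-exposed plants between 27.3 and 51.5, and control replicate 3 lies at -58.1 on PC2.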

Principal-component analysis (PCA) showed a clear separation between the three ginger plants that were exposed to Po-VOCs and the three control ginger plants grown without exposure to Po-VOCs (Fig. 4A). In terms of the numbers of differentially expressed genes (adjusted *P* value [*P*_adj_], <0.05; fold change [FC], >2; fragments per kilobase per million [FPKM], >1), there were 1,661 genes upregulated and 1,404 genes were downregulated (Fig. 4B).

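Of the 41508 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 876 met the thresholds for a DEG. Of these, 452 were upregulated and 424 were downregulated in Po-VOC-exposed plants, and 8392 genes had an unadjusted p below 0.05. At an adjusted p below 0.01, edgeR called 0 genes in either direction, where DESeq2 called 2069. DESeq2, the tool named in the paper's methods, run on the same counts with the same thresholds, called 1677 upregulated and 1412 downregulated genes, and all 876 genes called by edgeR were among them with the same direction. A further 2007 genes called by DESeq2 were tested by edgeR and not called, all of them with the same sign and an unadjusted edgeR p below 0.05, and their median adjusted p in edgeR was 0.0888. The edgeR numbers also depended on single libraries. Without control replicate 1, 54 genes were upregulated and 37 downregulated, and without control replicate 2, 1 and 3. Without Po-VOCs replicate 2 the numbers were 25 and 12, and without Po-VOCs replicate 3 they were 28 and 5. Without control replicate 3 they were 421 and 631, and without Po-VOCs replicate 1 they were 969 and 428. DESeq2 with each library left out in turn called between 2050 and 3597 DEGs.
The largest changes were sought among DEGs with a mean FPKM above 10 in the higher group and no overlap between the groups' values, which held for 259 upregulated and 240 downregulated genes. Gene descriptions come from Table S2A, of which all but the last 54082 of 55599 rows were used here. These rows are all upregulated genes in order of their Po-VOCs mean FPKM and end at 73.76 FPKM, so upregulated genes above that level are not among them. Each standard error given with an edgeR fold change is the absolute log2 fold change divided by the square root of the test's F statistic. LOC122056399 (chromosome 3B, 39272002 to 39273620), described as BURP domain-containing protein 3-like, rose from 0.272 ± 0.260 FPKM in control plants to 72.3 ± 28.3 FPKM in exposed plants (SD, n = 3 each), a log2 fold change of 8.00 with a standard error of 0.63 (adjusted p = 0.0121 from edgeR's quasi-likelihood test). LOC122018536 (chromosome 9A, 118958910 to 118960418), described as 1-aminocyclopropane-1-carboxylate oxidase-like, rose from 0.0862 ± 0.0304 FPKM to 14.8 ± 14.5 FPKM (SD, n = 3 each), a log2 fold change of 7.33 with a standard error of 1.24 (adjusted p = 0.0360, same test). LOC122034534 (chromosome 11B, 1960756 to 1962186), an uncharacterized protein, rose by 6.14 on the log2 scale (standard error 0.94, adjusted p = 0.0297). LOC122034619, which lies on the same chromosome from 1996589 to 1997782, rose by 6.20 (standard error 1.02, adjusted p = 0.0334), and LOC121989403 (chromosome 1B, 1972836 to 1973750) rose by 5.96 (standard error 0.65, adjusted p = 0.0181). No description was held for these last genes, nor for those that fell most. LOC122014374 (chromosome 8B, 4365395 to 4366389) had 59.9 ± 29.5 FPKM in control plants (SD, n = 3) and no counts in any exposed plant, so it was at least 201-fold lower against a floor of 3 counts per library (adjusted p = 0.0191). LOC121990523 (chromosome 6B, 110351025 to 110351446) fell from 267 ± 173 FPKM to 0.501 ± 0.155 FPKM (SD, n = 3 each), a log2 fold change of -9.01 with a standard error of 0.69 (adjusted p = 0.0121). With each library left out in turn, the log2 fold change of LOC122056399 stayed between 7.54 and 9.06, that of LOC122018536 between 6.32 and 7.86, and that of LOC121990523 between -9.36 and -8.36. The adjusted p was above 0.05 for LOC122056399 without control replicate 2 (0.0541), for LOC121990523 without Po-VOCs replicate 3 (0.0519) and for LOC122018536 without any library but Po-VOCs replicate 1 (0.0696 to 0.153). It was also above 0.05 for LOC122034534, LOC122034619 and LOC122014374 without control replicate 1 or 2 or Po-VOCs replicate 2 or 3, and for LOC121989403 without control replicate 1 or 2 or Po-VOCs replicate 2. A gene of similar length at the matching place of the chromosome with the same number and the other letter had a log2 fold change of 6.30 for LOC122018536, 3.73 for LOC122034534 and 4.27 for LOC121989403.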

**FIG 4:**
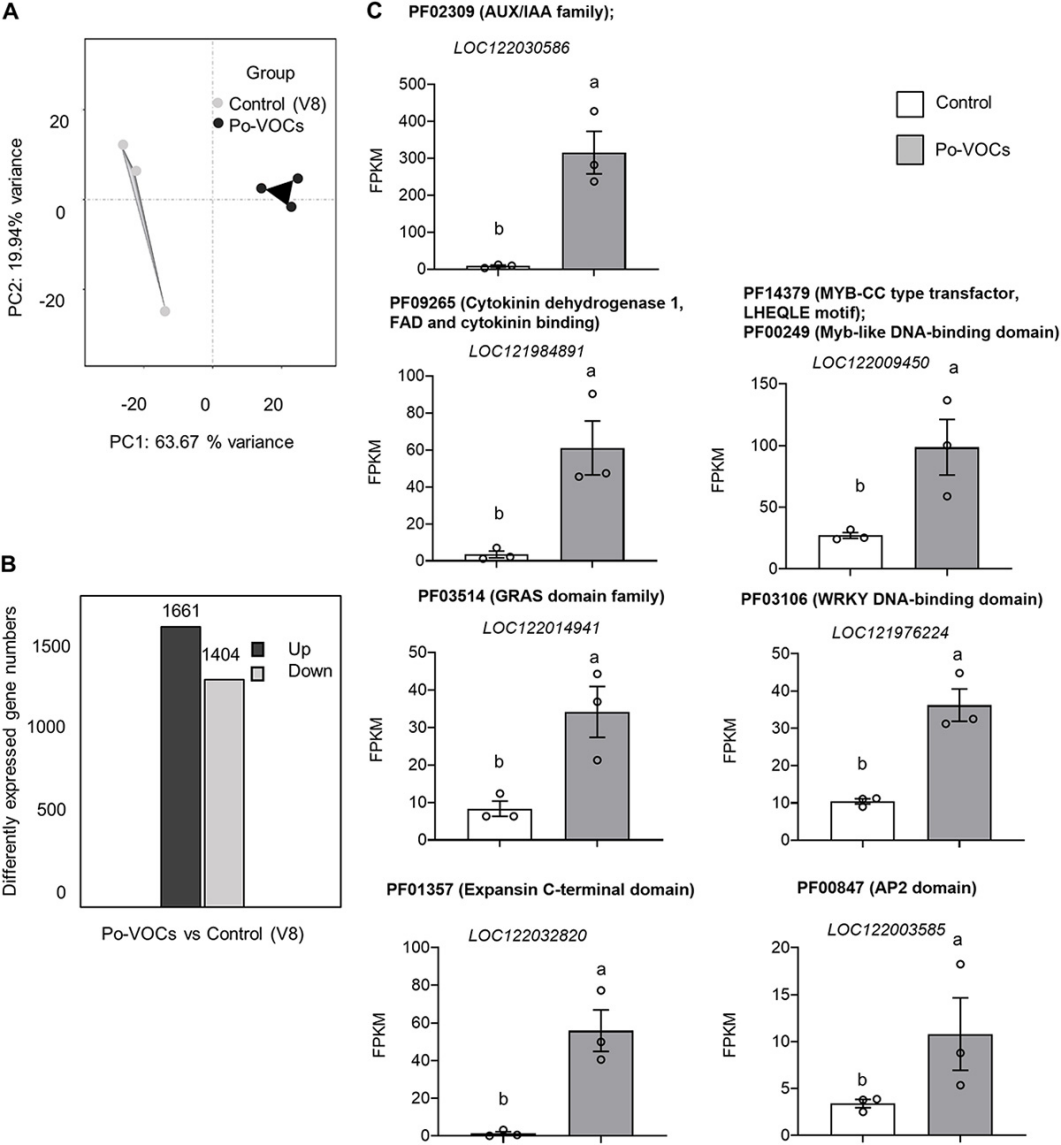
(A) Principal-component analysis (PCA) of the six ginger (Zingiber officinale) transcriptome samples showing a clear separation between ginger plants either exposed to Po-VOCs or the control (V8). (B) Numbers of up- and downregulated genes (*P*_adj_ <0.05; FC > 2; FPKM > 1); (C) expression levels from RNA-seq for selected genes (based on Pfam annotations) related to growth and stress responses in ginger plants exposed to either Po-VOCs or the control (V8). The error bars represent standard errors (*n* = 3). Different lowercase letters above the bars represent significant differences between treatments at *P*_adj_ = 0.05 from the DESeq2 analysis.

The transcriptomic data were analyzed for the functions of the differentially expressed genes (DEGs) based on Pfam domains that were used for functional annotation of ginger genes (see Table S2 in the supplemental material). The ginger genome contains at least 141 genes annotated with the Pfam domain for the auxin/indole-3-acetic acid (AUX/IAA) family (PF02309). The transcription of genes belonging to the AUX/IAA family can be upregulated by the plant hormone auxin (37). A substantial proportion (38/43) of DEGs annotated with this Pfam domain were upregulated with an average of 9-fold in the leaves of ginger plants exposed to Po-VOCs (Table S2B). 

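The rows of Table S2A used here hold 26 of the paper's 38 upregulated genes with this domain, and LOC122030586 of Fig. 4C was added to them. The downregulated genes with the domain are not identified in these rows and were not analysed here. Of the 27 genes, 11 met the DEG thresholds in edgeR's quasi-likelihood test over all genes tested, with adjusted p between 0.0177 and 0.117 across the list, and adjusted over the list alone, all 27 did. The study chose these genes on the same libraries, so the last count is not independent evidence. The FPKM values of exposed and control plants did not overlap in any of the 27 genes, where chance gives 10% for genes not selected on these libraries. The fitted fold change averaged 10.1-fold with a median of 4.33-fold. The added LOC122030586 entered that average at 38.2-fold. The average rests most on LOC122053488 (auxin-induced protein 22D-like, chromosome 3A, 69294 to 70518). LOC122053488 had 0 counts in all control plants and 38 counts in the exposed plants. Its expression was at least 4.23-fold higher against a floor of 3 counts per library, and with the gene set at this bound the average of the list was 6.49-fold and the median 4.23-fold. The smallest change among the DEGs was in LOC122052707 (auxin-responsive protein IAA1-like, chromosome 3A, 147129446 to 147132377), which rose from 3.78 ± 0.460 to 8.20 ± 0.650 FPKM (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.21, adjusted p = 0.0471 from edgeR's quasi-likelihood test), and the gene matching it on chromosome 3B had one of 1.36. DESeq2 called all 27 genes, with an average of 8.91-fold. That value includes LOC122030586, and the paper's fold changes of the 26 held genes without it averaged 7.785-fold. Leaving out single libraries changed the number of edgeR calls to 3 without control replicate 1, 14 without control replicate 3 and 8 without Po-VOCs replicate 1. It fell to 0 without control replicate 2, Po-VOCs replicate 2 or Po-VOCs replicate 3, although all 27 genes kept an unadjusted p below 0.05 in each of these fits.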

Out of 21 genes annotated with a Pfam domain for cytokinin dehydrogenase 1 (CKX1), flavin adenine dinucleotide (FAD), and cytokinin binding domain (PF09265), all six of the DEGs were upregulated with an average of 8.8-fold change (Table S2B). 

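All 6 upregulated genes with this domain are in the rows of Table S2A used here. In edgeR's quasi-likelihood test, 4 of the 6 met the DEG thresholds over all genes tested, with adjusted p between 0.0234 and 0.0991, and adjusted over the list alone, all 6 did. Since the list comes from the study's own calls on these libraries, that last count is not independent evidence. The FPKM values of the groups did not overlap in any of the 6, against 10% by chance for genes not selected on them. Fold changes ranged from 2.08 to 17.3, with an average of 8.84-fold and a median of 7.75-fold. The largest was that of LOC121984891, the gene shown in Fig. 4C. The smallest among the DEGs was that of LOC121993700 (cytokinin dehydrogenase 7-like, chromosome 6A, 8739165 to 8741120), which rose from 0.338 ± 0.161 to 2.66 ± 1.33 FPKM (SD, n = 3 each), a log2 fold change of 2.95 (standard error 0.52, adjusted p = 0.0403 from edgeR's quasi-likelihood test), and the gene matching it on chromosome 6B had one of 2.96. The average was 15.3-fold without control replicate 2, and between 7.37-fold and 9.80-fold without any one of the other libraries. Under DESeq2, all 6 genes were called. With single libraries left out, edgeR called 2 of them without control replicate 3 and 4 without Po-VOCs replicate 1. It called 0 without control replicate 1, control replicate 2, Po-VOCs replicate 2 or Po-VOCs replicate 3, with all 6 at an unadjusted p below 0.05 in each case.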

The cytokinin binding domain binds cytokinin and starts a signaling cascade that regulates cell division and differentiation (38). Proteins with the GRAS (gibberellic acid insensitive [GAI], repressor of GA1-3 [RGA], and Scarecrow [SCR]) domain family (PF03514) can be involved in plant growth (39) and can be upregulated by the endogenous production of GA3 (40). There were at least 132 genes annotated with this domain family in the ginger genome, and most (19/22) of the DEGs were upregulated, with an average of 3.25-fold change in VOC-exposed ginger plants. 

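The 19 upregulated genes with the GRAS domain are all in the rows of Table S2A used here. Of them, 5 met the DEG thresholds in edgeR's quasi-likelihood test over all genes tested and 19 when adjusted over the list alone. As the list was drawn by the study from these libraries, the count over the list alone is not independent evidence. The adjusted p over all genes ranged from 0.0421 to 0.158. Fold changes lay between 2.18 and 6.48, with an average of 3.27-fold and a median of 2.95-fold, and in 18 of the 19 genes the FPKM values of the groups did not overlap, against 10% by chance for genes not selected on them. LOC121971467 (scarecrow-like protein 9, chromosome 4A, 139371422 to 139374590) had the smallest change among the DEGs, from 4.03 ± 1.17 to 10.4 ± 1.32 FPKM (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.25, adjusted p = 0.0421 from edgeR's quasi-likelihood test). The gene aligned to it on chromosome 4B had a log2 fold change of 0.05 (adjusted p = 0.976, same test). The alignment used gene order, span and number of proteins only, so whether that gene is its counterpart is not known. The largest change among the DEGs was that of LOC122014941, shown in Fig. 4C. DESeq2 called all 19 genes, and edgeR without a composition factor for the libraries called 3. Leaving out control replicate 3 gave 3 calls in edgeR and leaving out Po-VOCs replicate 1 gave 7. Leaving out control replicate 1, control replicate 2, Po-VOCs replicate 2 or Po-VOCs replicate 3 gave 0, with between 17 and 19 genes at an unadjusted p below 0.05.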

There were at least 79 genes annotated with the expansin C-terminal domain (PF01357) in the ginger genome, and 13 out of 18 DEGs were upregulated, with an average of 17-fold in the Po-VOC-exposed ginger plants (Table S2B). 

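All 13 upregulated genes with this domain are in the rows of Table S2A used here, and 12 of them had enough counts for edgeR's test. Of these, 10 met the DEG thresholds in edgeR's quasi-likelihood test over all genes tested, with adjusted p between 0.0229 and 0.0755, and adjusted over the list alone, all 12 did. The list itself was made from these libraries, so the count over it alone is not independent evidence. The fold change averaged 18.4-fold, with a median of 13.2-fold and a range of 8.85 to 44.7. The groups did not overlap in FPKM in any of the 13, against 10% by chance for genes not selected on them. The control plants expressed these genes weakly, with a median over the list of 1.67 FPKM against 26.8 FPKM in the exposed plants. LOC121994172 (expansin-B15-like, chromosome 6A, 89514069 to 89515688) had the smallest change among the DEGs, from 2.85 ± 1.79 to 26.8 ± 4.38 FPKM (SD, n = 3 each), a log2 fold change of 3.23 (standard error 0.50, adjusted p = 0.0304 from edgeR's quasi-likelihood test). The largest was that of LOC122032820, shown in Fig. 4C. The average rose to 36.2-fold without control replicate 2 and lay between 13.6-fold and 19.9-fold without any one of the other libraries. DESeq2 called all 13 genes, with an average of 17.7-fold. In edgeR, 3 genes were called without control replicate 1, 6 without control replicate 3 and 10 without Po-VOCs replicate 1. None was called without control replicate 2, Po-VOCs replicate 2 or Po-VOCs replicate 3, where every gene tested kept an unadjusted p below 0.05.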

Expansin can function to bind and loosen the cellulose microfibrils in the plant cell wall, allowing for the expansion and growth of the cell (41).

Transcriptomic data showed that in Po-VOC-exposed plants, there was an upregulation of genes that are potentially involved in regulating stress responses (Table S2B). The *Myb* and *WRKY* genes can be involved in the regulation of defense and stress responses (42, 43). In VOC-exposed ginger plants, out of at least 308 genes annotated with Pfam for the WRKY DNA-binding domain (PF03106), 37/53 DEGs were upregulated, with an average of 13-fold change in expression. 

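The rows of Table S2A used here hold 34 of the paper's 37 upregulated genes with the WRKY domain, and 30 of them had enough counts for edgeR's test. The downregulated WRKY genes are not identified in these rows and were not analysed here. By edgeR's quasi-likelihood test, 9 of the 30 met the DEG thresholds over all genes tested, with adjusted p between 0.0211 and 0.189, and adjusted over the list alone, all 30 did. Because these genes were selected by the study on the same libraries, the latter count is not independent evidence. In 27 of the 34 genes the FPKM values of the groups did not overlap, against 10% by chance for genes not selected on them. The fold change of the 30 tested averaged 7.93-fold, with a median of 5.54-fold. DESeq2, run without that count filter, called all 34 with an average of 12.9-fold. The largest change among the DEGs was in LOC122041702 (probable WRKY transcription factor 43, chromosome 2A, 99676750 to 99677982), with 3 counts in the control plants together and 92 in the exposed plants, a ratio of 30.7 with an exact 95% interval of 10.2 to 152 that covers counting error only. Its adjusted p was 0.0448 in edgeR's quasi-likelihood test. The smallest was in LOC121981635 (WRKY transcription factor 6-like, chromosome 5A, 125971858 to 125974091), which rose from 5.99 ± 1.14 to 15.2 ± 4.12 FPKM (SD, n = 3 each), a log2 fold change of 1.34 (standard error 0.25, adjusted p = 0.0472, same test), and the gene matching it on chromosome 5B had one of 1.01. The averages were sensitive to single libraries and to which genes passed the count filter. With all 34 genes tested, the average was 20.8-fold without Po-VOCs replicate 1, 18.1-fold without control replicate 1, 15.2-fold without control replicate 2 and 13.1-fold without control replicate 3. With 30 genes tested, it was 6.95-fold without Po-VOCs replicate 2 and 6.30-fold without Po-VOCs replicate 3. The numbers of edgeR calls were 26 without Po-VOCs replicate 1, 4 without control replicate 3 and 0 without any one of the other 4 libraries, in which 23 to 31 genes had an unadjusted p below 0.05.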

The genome showed that there were at least 47 genes annotated with the Pfams for both the Myb-like DNA-binding domain (PF00249) and MYB-CC-type transfactor LHEQLE motif (PF14379). All of the DEGs were significantly upregulated (10/10), with an average of 6.4-fold in Po-VOC-exposed ginger plants compared to the control (Table S2B). 

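Of the paper's 10 upregulated genes with both domains, 6 are in the rows of Table S2A used here, and LOC122009450 of Fig. 4C made 7. In edgeR's quasi-likelihood test, 3 of the 7 met the DEG thresholds over all genes tested, with adjusted p between 0.0211 and 0.122, and adjusted over the list alone, all 7 did. That last count is not independent evidence, since the study picked the list on these libraries. The average was 4.73-fold and the median 3.59-fold. The largest change was in LOC121983863 (protein PHR1-LIKE 3-like, chromosome 5B, 1504935 to 1506433), which rose from 0.627 ± 0.224 to 5.90 ± 1.83 FPKM (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.37, adjusted p = 0.0211 from edgeR's quasi-likelihood test), and the gene matching it on chromosome 5A had one of 2.94. In these 7 genes the FPKM values of the groups did not overlap, against 10% by chance for genes not selected on them. DESeq2 called all 7. Leaving out control replicate 3 or Po-VOCs replicate 1 left 1 call in edgeR, and leaving out any one of the other libraries left 0, with all 7 genes at an unadjusted p below 0.05.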

The AP2 domain (PF00847) is a protein domain found in transcription factors important in regulating gene expression in plants in response to stress (44). The genome showed that there were at least 486 genes annotated with the Pfam domain for AP2 and 43 out of 57 DEGs annotated with this domain were significantly upregulated, with an average of 9.5-fold in the Po-VOC-exposed ginger plants (Table S2). 

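The rows of Table S2A used here hold 39 of the paper's 43 upregulated genes with the AP2 domain, of which 37 had enough counts for edgeR's test. Over all genes tested, 12 of the 37 met the DEG thresholds in edgeR's quasi-likelihood test, with adjusted p between 0.0133 and 0.174, and adjusted over the list alone, all 37 did. The count over the list alone is not independent evidence, as the study picked its genes on these libraries. In 36 of the 39 genes the FPKM values of the groups did not overlap, against 10% by chance for genes not selected on them. The fold change averaged 8.45-fold, with a median of 5.34-fold, and DESeq2 called all 39 with an average of 9.16-fold. LOC122000419 (dehydration-responsive element-binding protein 1C-like, chromosome 1B, 133527504 to 133528520) changed most among the DEGs. It had 2 counts in the control plants together and 91 in the exposed plants, a ratio of 45.6 with an exact 95% interval of 12.3 to 382 for counting error only, and an adjusted p of 0.0414 in edgeR's quasi-likelihood test. LOC122025240 (ethylene-responsive transcription factor 11-like, chromosome 9B, 120026960 to 120027876) changed least among them, from 10.7 ± 1.77 to 30.4 ± 3.54 FPKM (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.22, adjusted p = 0.0279, same test). The number of edgeR calls was 22 without Po-VOCs replicate 1 and 10 without control replicate 3. It was 1 without control replicate 1, Po-VOCs replicate 2 or Po-VOCs replicate 3, and 0 without control replicate 2, where 37 of the 39 genes tested had an unadjusted p below 0.05.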

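A single gene per domain was chosen by the study for display and for qPCR. The AUX/IAA gene LOC122030586 (chromosome 10B, 1294868 to 1295894) rose from 8.44 ± 4.76 FPKM in control plants to 316 ± 99.6 FPKM in exposed plants (SD, n = 3 each, as for all genes that follow), a log2 fold change of 5.26 (standard error 0.56, adjusted p = 0.0177 from edgeR's quasi-likelihood test, which gave every p here). The cytokinin dehydrogenase gene LOC121984891 (chromosome 5B, 88949946 to 88952513) rose from 3.47 ± 3.14 to 61.1 ± 25.3 FPKM, a log2 fold change of 4.12 (standard error 0.66, adjusted p = 0.0323). The GRAS gene LOC122014941 (chromosome 8B, 31477640 to 31479740) rose from 8.35 ± 3.51 to 34.2 ± 11.7 FPKM, a log2 fold change of 2.05 (standard error 0.39, adjusted p = 0.0477). The expansin gene LOC122032820 (chromosome 11A, 16357293 to 16358405) rose from 1.23 ± 1.70 to 55.9 ± 19.1 FPKM, a log2 fold change of 5.48 (standard error 0.96, adjusted p = 0.0389), with control counts of 0, 43 and 7 in replicates 1, 2 and 3. The WRKY gene LOC121976224 (chromosome 1B, 122601874 to 122603355) rose from 10.4 ± 1.24 to 36.2 ± 7.50 FPKM, a log2 fold change of 1.79 (standard error 0.21, adjusted p = 0.0211). The MYB-CC gene LOC122009450 (chromosome 1A, 116994245 to 116995661) rose from 27.2 ± 4.14 to 98.7 ± 38.9 FPKM, a log2 fold change of 1.87 (standard error 0.35, adjusted p = 0.0472). The AP2 gene LOC122003585 (chromosome 7B, 14499060 to 14499905) rose from 3.40 ± 0.768 to 10.8 ± 6.68 FPKM, a log2 fold change of 1.71 (standard error 0.52), and did not pass the adjusted threshold (adjusted p = 0.134). DESeq2 gave this gene an adjusted p of 0.0278, and over the alternatives set before the data were examined the value ranged from 0.0278 to 0.304. In each of these genes, every exposed plant had a higher FPKM than every control plant.
The direction held with any one library left out. The log2 fold change of the expansin gene moved most, between 4.92 and 7.69. Of the 6 genes called with all libraries, 5 were called without Po-VOCs replicate 1, 3 without control replicate 3 and 1 without control replicate 1. Without control replicate 2, Po-VOCs replicate 2 or Po-VOCs replicate 3, none was called by edgeR, with adjusted p between 0.0552 and 0.180, while the largest unadjusted p among these fits was 0.00614. For 4 of the genes, a gene of similar length was found at the matching place of the chromosome that carries the same number and the other letter. These matching genes had log2 fold changes of 4.66 for LOC122030586, 3.98 for LOC121984891, 4.45 for LOC122032820 and 1.82 for LOC122009450, and how reads common to such a pair were counted is not given in the sources used here.

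**Figure D2:**
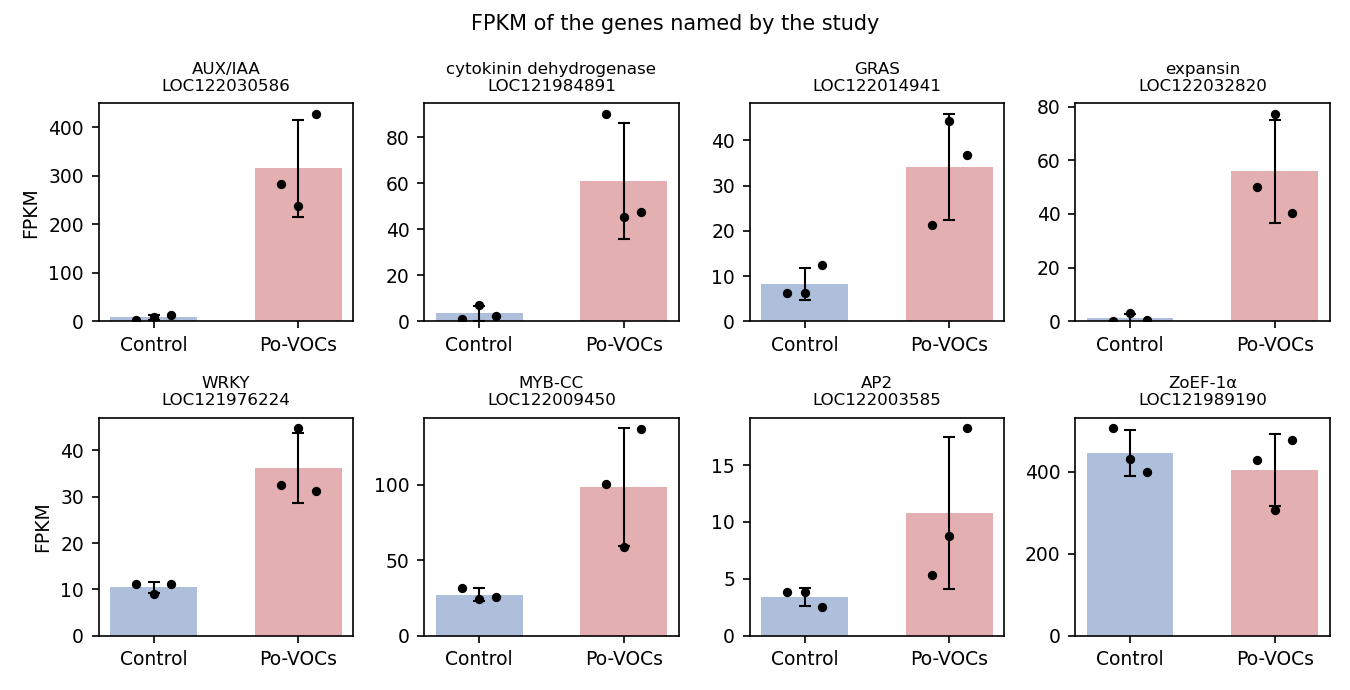
FPKM of the 7 genes of Fig. 4C and of the qPCR reference gene ZoEF-1α, with the treatment on the x axis and FPKM on the y axis. Points are plants, bars are means and error bars are SDs (n = 3). In the 7 genes all exposed plants lie above all control plants, with the widest relative spread among exposed plants in the AP2 gene at 10.8 ± 6.68 FPKM.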

The expression levels of representative genes from the above-described Pfam domains are shown in Fig. 4C. These representative genes were also selected for validation of the RNA-seq data set by quantitative PCR (qPCR) and are shown in Fig. S4, which showed the same trends in expression shown in Fig. 4C.

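The qPCR used the RNA that had been sequenced, so both methods read the same 6 plants. In the RNA-seq counts, the fitted fold changes were 38.2 for the AUX/IAA gene, 17.3 for the cytokinin dehydrogenase gene, 4.15 for the GRAS gene and 44.7 for the expansin gene. They were 3.45 for the WRKY gene, 3.66 for the MYB-CC gene and 3.26 for the AP2 gene. The qPCR values were scaled to ZoEF-1α, listed in Table S1 as LOC121989190 (chromosome 6B, 117801014 to 117805438). This gene had 446 ± 55.2 FPKM in control plants and 405 ± 87.3 FPKM in exposed plants (SD, n = 3 each), a log2 fold change of -0.14 with a standard error of 0.26 (adjusted p = 0.802 from edgeR's quasi-likelihood test). Its difference between the groups was smaller than the spread between plants. With each library left out in turn, its log2 fold change lay between -0.34 and 0.03, turning positive without Po-VOCs replicate 2, and it stayed negative under every scaling tried. From the upregulation of genes related to growth hormones, the paper selected these hormones for quantification.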

### The concentration of ginger growth hormones increased in the presence of *P. oligandrum* VOCs.

Growth hormones were selected for quantification in ginger leaf blades based on the upregulation of genes related to these hormones. Overall, our results showed that exposure to Po-VOCs increased the concentration of plant growth-related hormones in ginger. There was a significant increase in hormone concentration in leaf blades after 7, 14, and 21 days of Po-VOC-exposed ginger plants compared to the control. The concentration of indole-3-acetic acid (IAA) was increased significantly by 2.5-fold after 7 days and 3-fold after 14 and 21 days in ginger plants exposed to Po-VOCs compared to their controls (Fig. 5; Fig. S5). The concentration of zeatin (ZEA) increased significantly in Po-VOCs exposed ginger plants by 6-fold after 7, 14, and 21 days, whereas the concentration of gibberellic acid (GA3) increased by 4.3-fold after 7 days, 5.4-fold after 14 days, and 8-fold after 21 days of Po-VOC exposure (Fig. 5). The concentration of abscisic acid (ABA) was increased in Po-VOC-exposed ginger plants by 1.5-fold after 7 days and 1.7-fold after 14 days whereas at 21 days, the concentration was 3-fold lower than that of the control plants (Fig. 5). The lower concentration of ABA at 21 days was in contrast to the consistent increases in IAA, ZEA, and GA3 across all three time points in Po-VOC-exposed ginger plants.

**FIG 5:**
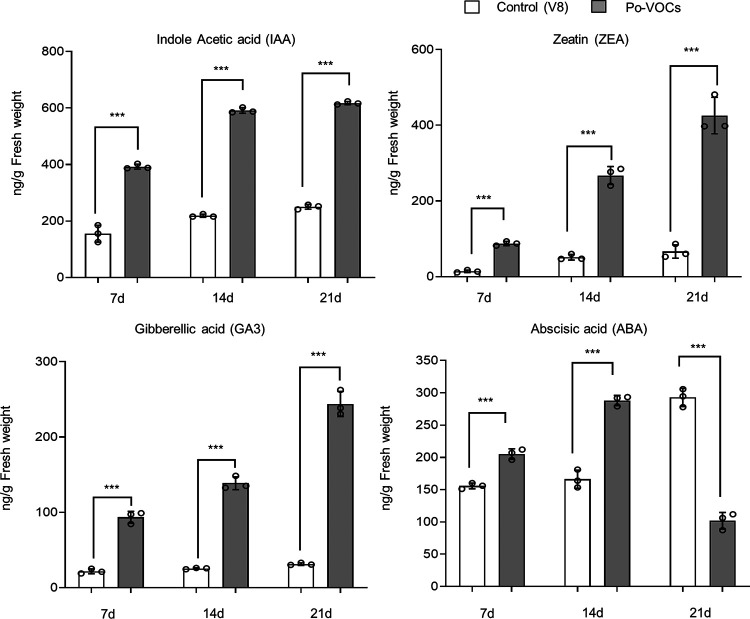
Concentrations of selected plant growth hormones in leaf blades of ginger plants exposed to *P. oligandrum* volatile organic compounds for 7, 14, and 21 days. Error bars indicate the standard error (*n* = 3). ***, significant difference between treatment and control at the level of *P* < 0.001. The experiment was repeated twice with the same trends, and the results from the second repeat of the experiment are shown in Fig. S5.

### Individual VOCs 3-octanone and hexadecane identified by GC-MS enhanced N. benthamiana growth.

Twelve *P. oligandrum* GAQ1-produced VOCs (which had a relative percentage of area of >1% in the gas chromatagraphy-mass spectrometry [GC-MS] chromatogram) identified from our previous study (11) were tested individually for their plant growth-promoting ability by measuring seedling dry weight. Out of 12 VOCs, only two, hexadecane and 3-octanone, resulted in increased N. benthamiana seedling growth (Fig. S6). Although there was no increase in growth from the other 10 VOCs, they at least did not significantly reduce the seedling dry weight (Fig. S6). Both hexadecane and 3-octanone increased N. benthamiana seedling growth more at a concentration of 50 μM than at 10 μM, with maximum increases in dry weight of 2.7-fold for hexadecane and 3-fold for 3-octanone (Fig. 6; Fig. S7). Both hexadecane and 3-octanone were later analyzed at 100 μM, where for hexadecane, the dry weight of the seedlings was not significantly higher than the 50 μM concentration. However, at 100 μM concentration of 3-octanone, the dry weight of the seedlings was significantly lower than the 50 μM concentration (Fig. 6).

**FIG 6:**
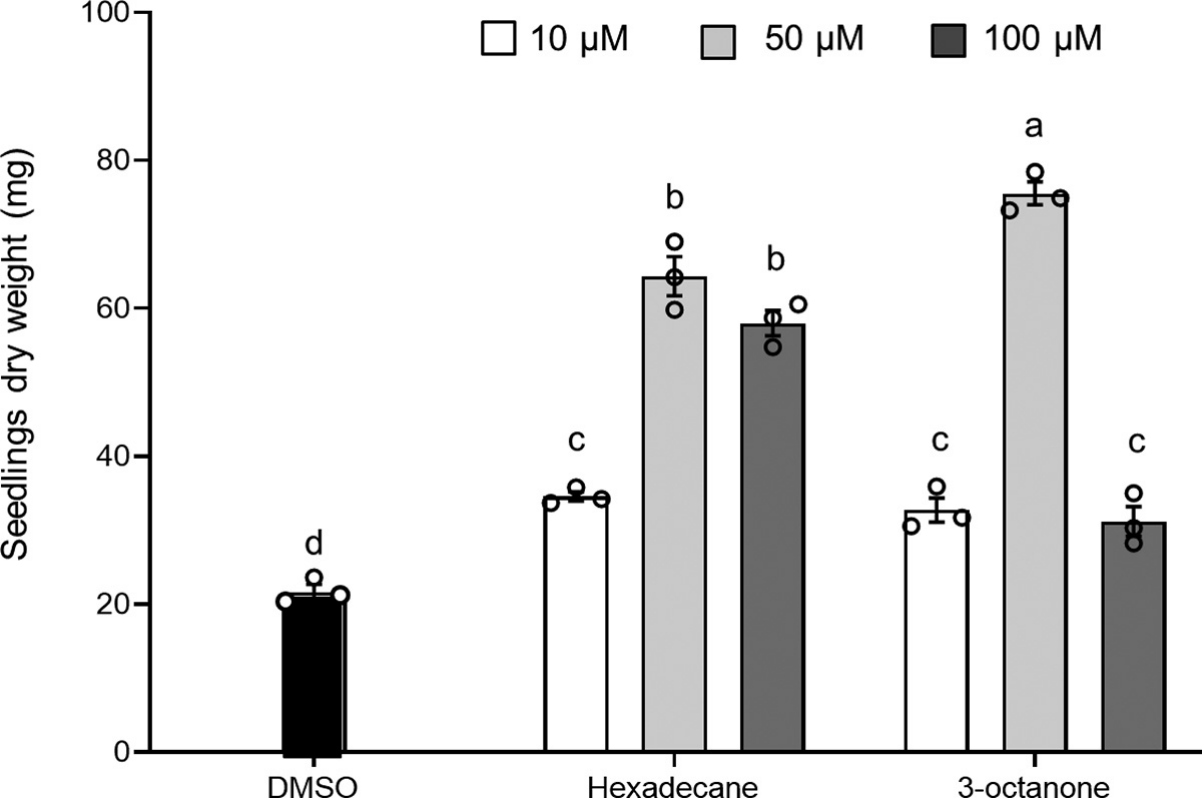
Effect of two growth-promoting VOCs at a higher concentration (100 μM) on N. benthamiana seedlings’ growth. N. benthamiana seedlings were exposed to either individual VOCs, hexadecane and 3-octanone, or the control (DMSO) for 10 days, and the dry weight of the seedlings was recorded. Error bars indicate the standard error of the mean (*n* = 3). Lowercase letters above the bars indicate a significant difference between treatments. Experiments were replicated at least three times, producing similar results, and the results from the second and third repeats of the experiment are shown in Fig. S7.

GC-MS analysis was conducted to identify whether the two growth-promoting VOCs hexadecane and 3-octanone produced by *P. oligandrum* GAQ1 were also produced by *P. oligandrum* strain CBS 530.74. Our results showed that the *P. oligandrum* strain CBS 530.74 produced hexadecane, whereas 3-octanone was not detected (Table S3 and Fig. S8). Moreover, the GC-MS chromatograph of *P. myriotylum* SWQ7 showed that both hexadecane and 3-octanone were not detected and standards were also used to confirm the identity of both VOCs (Fig. S8).

### *P. oligandrum* VOCs reduced disease symptoms in ginger plants.

To demonstrate the effect of *P. oligandrum*-produced VOCs on the disease severity in ginger, the plants infected with the soft rot pathogen *P. myriotylum* were exposed to *P. oligandrum* VOCs. After 21 days of exposure to Po-VOCs, the plants were photographed, and the disease severity index was calculated. Our results showed that 75% disease severity was observed in the *P. myriotylum*-infected ginger plants without VOC exposure, while those exposed to *P. oligandrum* VOCs had a much lower disease severity index of 15% (Fig. 7; Fig. S9). *P. myriotylum*-infected N. benthamiana plants were also evaluated for the development of disease in the presence and absence of VOCs produced by *P. oligandrum*. *P. myriotylum*-infected N. benthamiana plants without VOC exposure showed wilting symptoms, with a wilt index of 78%; however, the wilt index was reduced to low as 22% in plants that were exposed to Po-VOCs (Fig. 7). These results demonstrated that Po-VOCs could reduce the disease severity in ginger and N. benthamiana plants infected with *P. myriotylum*.

**FIG 7:**
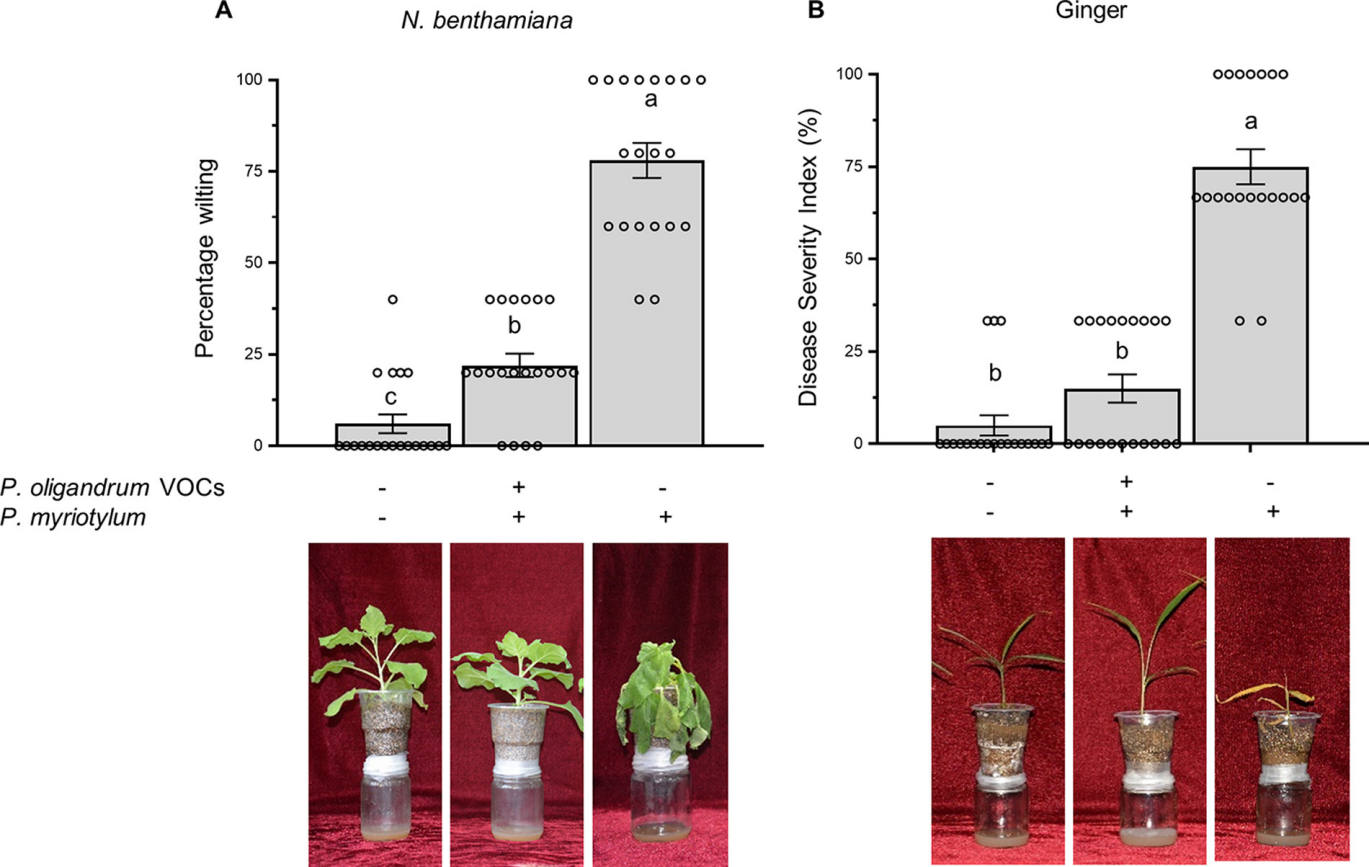
*P. oligandrum* VOCs reduced the disease severity in N. benthamiana and ginger plants. (A) *P. myriotylum*-infected N. benthamiana plants were exposed to either the control (V8) or Po-VOCs for 21 days, whereas the noninoculated N. benthamiana plants without exposure to Po-VOCs were used as negative controls. The plants were photographed, and the symptoms were scored after 21 days of inoculation of *P. myriotylum* and exposure to Po-VOCs to calculate the percentage of wilting in N. benthamiana. (B) *P. myriotylum*-infected ginger plants were exposed to either Po-VOCs or the control (V8) for 21 days, whereas the noninoculated ginger plants without exposure to Po-VOCs were used as negative controls. The plants were photographed, and the symptoms were scored after 21 days of inoculation of *P. myriotylum* and exposure to Po-VOCs to calculate the disease severity index in ginger. Error bars are the standard error of the mean (*n* = 20). Lowercase letters on the bars show significant differences between different treatments. The experiment was repeated twice with similar results, and the results from the second repeat of the experiment are shown in Fig. S9.

## DISCUSSION

*P. oligandrum* has been reported to promote growth (7, 45) and induce systemic resistance in plants (46–48). Previous studies have demonstrated that *P. oligandrum* promotes plant growth by producing tryptamine (TNH_2_), an auxin-like compound (7, 49), and induces systemic resistance by microbe-associated molecular patterns (8, 50, 51). However, the role of *P. oligandrum* VOCs in plant growth promotion and induction of disease resistance has not yet been studied. Here, we show that the production of VOCs by *P. oligandrum* could be another factor in *P. oligandrum*-mediated plant growth promotion and disease resistance.

In the present study, we observed an increase in the growth of N. benthamiana seedlings and plants exposed to Po-VOCs. VOCs produced by B. subtilis (1), Pseudomonas fluorescens (52), and *Trichoderma* spp. (53) have been reported to enhance plant growth. In N. benthamiana plants exposed to Po-VOCs, the increased growth was positively correlated with the significant upregulation in the expression of the expansin genes *NbEXPA1* and *NbEXPA2* (Fig. 2C). B. subtilis VOCs have been shown to upregulate the expression of expansin genes in Nicotiana tabacum (1). Previous studies showed that the expression level of *NbEXPA1* was significantly higher in N. benthamiana plants with enhanced growth (54). Exposure to Po-VOCs resulted in significantly higher expression of a gibberellin-regulated protein encoded by *NbGA14*. In N. benthamiana mutants where genes from the GA signaling pathway were deleted, the relative expression level of *NbGA14* was low, implicating *NbGA14* as GA responsive (55). Our results from N. benthamiana are in line with how exposure to VOCs produced by *M. aurantiacum* enhanced the growth of N. benthamiana through auxin and gibberellin pathways (24).

Microbial VOCs have been shown to increase growth and induce systemic resistance in plants, including *A. thaliana* (56, 57) and tobacco (24). Here, we used ginger after screening the potential of Po-VOCs for N. benthamiana growth enhancement and demonstrated that growth was also increased in Po-VOC-exposed ginger plants. Transcriptomic analysis of the ginger leaves suggested that exposure to Po-VOCs modulates hormone signal transduction in ginger involving auxins, cytokinins, and gibberellins. A substantial number of genes annotated with the Pfam domain for the AUX/IAA family (PF02309) were upregulated in Po-VOC-exposed ginger plants. The plant hormone auxin can trigger the transcription of genes belonging to the AUX/IAA family (58). Auxin plays a critical role in the regulation of various aspects of plant growth and development, particularly root growth (59). The enhanced growth in Po-VOC-exposed ginger plants can positively be correlated with the increased concentration of the auxin IAA. Zeatin is a plant cytokinin that is primarily synthesized in the roots and transported to other parts of the plant, where it can promote shoot and leaf growth (60). In Po-VOC-exposed ginger plants, an increased concentration of zeatin was positively correlated with the enhanced shoot and root growth. In Po-VOC-exposed ginger, there was upregulation of the genes that were annotated with a Pfam domain for cytokinin dehydrogenase 1, FAD, and cytokinin binding (PF09265), which could potentially be involved in maintaining cytokinin homeostasis in Po-VOC-exposed ginger plants. Cytokinin dehydrogenase genes can regulate cytokinin homeostasis to maintain balanced hormone levels such as in rice (61). Gibberellin (GA) signaling controls a variety of plant growth and development characteristics and is primarily regulated by proteins in the GRAS domain family (PF03514) (62, 63). In Po-VOC-exposed ginger plants, there was significant upregulation of genes annotated with a Pfam domain for the GRAS family, which could potentially be involved in GA signaling in Po-VOC-exposed ginger plants. In addition, the increased concentration of endogenous GA3 in Po-VOC-exposed ginger plants could positively be correlated with increased growth as it has been reported that endogenous GA3 in *Arabidopsis* upregulates the expression of genes in the GRAS domain family (40). Previously it has been demonstrated that spraying GA increased the shoot length of ginger and weight of ginger rhizome (64). Similarly, the yield of ginger rhizomes was significantly increased by the application of GA3 (65, 66). In Po-VOC-exposed ginger plants, there was an upregulation in the expression of genes annotated with the Pfam domain for expansin C-terminal domain (PF01357), which can positively correlate with the growth enhancement in Po-VOC-exposed ginger plants as expansin proteins are involved in cell expansion and elongation (67).

Transcriptomic analysis showed that exposure to Po-VOCs upregulated genes related to various stress responses. A significant proportion of the putative genes annotated with the Pfam domains for the WRKY DNA-binding domain (PF03106), Myb-like DNA-binding domain (PF00249) and MYB-CC type transfactor LHEQLE motif (PF14379), and AP2 domain (PF00847) were upregulated. WRKY transcription factors can be important for the regulation of genes associated with plant defense responses. Our results showed that genes annotated with the Pfam domain for the WRKY DNA-binding domain were upregulated in Po-VOC-exposed ginger plants. Previously, the overexpression of Vitis vinifera WRKY2 (*VvWRKY2*) in tobacco was shown to enhance resistance against *Pythium* spp. (68). It has been shown that Zingiber officinale WRKY8 (*ZoWRKY8*) was upregulated in ginger plants infected with Fusarium oxysporum (69). In ginger exposed to Po-VOCs, the upregulation of genes annotated with the Pfam database for both the Myb-like DNA-binding domain (PF00249) and MYB-CC type transfactor LHEQLE motif (PF14379) suggested that exposure to Po-VOCs could be related to stress responses. Previously, it has been reported that *ZoMYB* transcription factors were upregulated in abiotically stressed ginger (70). In Po-VOC-exposed ginger plants, the upregulated genes annotated with the Pfam database for AP2 (PF00847) could be involved in priming ginger plants for resistance to abiotic stresses. Previously, ginger genes annotated with the AP2 domain were upregulated under abiotic stresses (71).

Individual VOCs produced by *P. oligandrum*, reported in our previous study (11), were tested for plant growth promotion. Out of 12 VOCs, two VOCs, hexadecane and 3-octanone, significantly enhanced the growth of N. benthamiana seedlings. Previously, hexadecane has been shown to increase *Arabidopsis* growth (27). Interestingly, the growth promotion by 3-octanone was less at a higher concentration, where at 100 μM, the dry weight was significantly lower than at 50 μM (Fig. 6). It has previously been demonstrated that much higher 3-octanone (~5 mM) concentrations than those used in our study decreased growth in *Arabidopsis* (72).

There was a reduction in disease severity in *P. myriotylum*-infected ginger plants that were exposed to Po-VOCs compared to nonexposed ginger plants. In our previous study, we demonstrated that VOCs produced by *P. oligandrum* inhibited the growth of *P. myriotylum* (11), which could be one of the potential contributions of Po-VOCs to disease control in ginger. Previous studies showed that VOCs produced by biocontrol *Bacillus* spp. resulted in disease control via inhibition of plant-pathogenic Sclerotinia sclerotiorum (73). Similarly, the exposure of tobacco plants to VOCs produced by B. subtilis enhanced the resistance against bacterial wilt disease and reduced disease severity via inhibition of Ralstonia solanacearum (74). In our study, GC-MS analysis showed that the two growth-promoting VOCs (3-octanone and hexadecane) could not be detected from *P. myriotylum* growing on V8 medium, indicating that the two VOCs are probably produced by only *P. oligandrum* in the disease biocontrol experiment. Regarding biocontrol applications, our results demonstrated that Po-VOCs enhanced growth and reduced disease severity in ginger plants. Commercial *P. oligandrum* products, such as Polyversum, are already available and recommended for use in various crops for disease control (75). Based on our finding that *P. oligandrum* produces plant growth-promoting VOCs, the application of *P. oligandrum* biocontrol products could be enhanced. However, commercial strains should be tested to determine whether they produce growth-promoting VOCs, or the strain used in our study can be used to develop a commercial product.

In conclusion, the data presented in our study demonstrated that VOCs produced by *P. oligandrum* promoted the growth of N. benthamiana and ginger. Transcriptomic analysis showed that exposure to Po-VOCs induced the differential expression of putative ginger genes for growth promotion, resistance, and hormone signaling. The increased hormone concentrations in the leaves of ginger further suggested the involvement of hormones in signaling pathways important for VOC-mediated growth promotion and reduction of disease severity in ginger. Overall, our findings provide new insights into the potential of *P. oligandrum* in VOC-mediated plant growth promotion and induction of disease resistance in plants.

## MATERIALS AND METHODS

### *Pythium* strains, plant material, and growth conditions.

The *P. oligandrum* strain GAQ1 (CGMCC no. 17470) was described previously for its biocontrol activity (5, 76). The *P. myriotylum* strain SWQ7 CGMCC no. 21459 was described previously (13) as a pathogen causing *Pythium* soft rot disease of ginger. The biocontrol *P. oligandrum* strain CBS 530.74 was described previously (77). All of the strains were grown on 10% V8 agar medium at 25°C. Ginger plants (“Laiwu” variety) were derived from tissue culture, transplanted to autoclaved vermiculite in 100-mL pots, and grown in 16-h-light and 8-h-dark cycles at 25°C in a growth chamber. N. benthamiana plants were grown from seeds that were surface sterilized by soaking in 70% ethanol for 1 min, followed by soaking in 1% sodium hypochlorite for 15 min, rinsed four to five times in sterile distilled water, and dried on a filter paper. The seeds were then placed in a growth chamber in 16-h-light and 8-h-dark cycles at 25°C. Young seedlings were then transplanted into plastic pots (one seedling per pot) and grown under the growth conditions described above.

### Effect of *P. oligandrum* VOCs on N. benthamiana seedling growth *in vitro*.

To investigate the effect of VOCs produced by *P. oligandrum* on seedling growth, five N. benthamiana seedlings of equal size were placed on one side of a bipartite petri plate containing Murashige and Skoog (MS) medium (0.8% agar, 1.5% sucrose [pH 5.7]), a 5-mm mycelial plug of actively growing *P. oligandrum* was placed on the other side of the petri plate containing V8 agar medium, and the plates without *P. oligandrum* were used as a control. The petri plates were sealed by wrapping them at least nine times with Parafilm (Parafilm M; Bemis, USA) to avoid the escape of VOCs and placed in an environmentally controlled chamber with 16-h-light and 8-h-dark cycles at 25°C. The seedling shoot length and dry weight were measured after 10 days. To measure the dry weight, plant material was dried in an oven until it reached a constant weight, which indicated that all moisture was removed. The experiment was repeated three times, each time with three replicates, and each replicate included five seedlings. Root morphological parameters were measured using a RhizoScan scanner (Epson Perfection V700 Photo; Epson, USA) and analyzed by WinRHIZO software (Regent Instruments Co., Canada) (78).

### Effect of *P. oligandrum* VOCs on plant growth in N. benthamiana and ginger.

The effect of *P. oligandrum* GAQ1 VOCs (Po-VOCs) on N. benthamiana and ginger *in planta* was evaluated by the method described previously (52), and a diagram illustrating the pot-jar assembly used in our study is shown in Fig. S10 in the supplemental material. Glass jars containing V8 agar medium were inoculated with a 5-mm actively growing mycelial plug of *P. oligandrum*, whereas the noninoculated glass jars containing only V8 medium were used as a control. Six small 2-mm holes were made at the bottom of the plastic pots (270 mL) to allow the roots to be exposed to the VOCs produced by *P. oligandrum*. Two sterilized filter paper pieces (catalog no. 99-102-150; Cytiva, USA) were placed inside the bottom of the plastic pot to avoid the leakage of contaminating liquid through the holes into the glass jar. Equal-sized N. benthamiana or ginger seedlings (one in each pot) were transferred to the plastic pots containing sterilized vermiculite and organic matter (3:1) and placed on the glass jars containing either *P. oligandrum* or only V8 agar medium as control. The pot-jar assembly was then firmly sealed by wrapping it at least nine times with parafilm (Parafilm M; Bemis, USA) to avoid the escape of VOCs produced by *P. oligandrum*. The pot-jar assembly was then subjected to 16-h-light and 8-h-dark cycles at 25°C and watered with sprayer. Plants were watered by wetting the surface of the soil to avoid contamination by leakage of water through holes into the glass jar. Plants were grown for 21 days, and growth was evaluated by the difference in shoot lengths (from the base of the stem to the top of the straightened leaves), dry weights of the whole plant, and root morphological parameters. Leaf material was collected and frozen at −80°C for subsequent analysis of gene expression and hormone levels. For the gene expression and hormone analyses, separate experiments were performed. Three biological replicate leaf samples were collected for each treatment: i.e., three biological replicate samples for VOC-exposed plants and three biological replicate samples for nonexposed (control) plants.

### Experimental design, RNA extraction, RNA-seq, and analysis.

For transcriptome analysis, the ginger plants were grown as described in the previous section. The leaf blades from the two uppermost leaves of the plants grown for 21 days with and without exposure to Po-VOCs were collected from a separate experiment from that used for hormone analysis, flash-frozen in liquid nitrogen, and stored at −80°C. For the RNA sequencing analysis, three biological replicate samples were collected for VOC-exposed and nonexposed (control) plants. Total RNA was extracted using the TRIzol reagent according to the manufacturer’s protocol. RNA purity and quantity were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA), and the parameter to check the quality of RNA samples included measuring the absorbances of *A*_260/280_ and *A*_260/230_, whereby for all the samples, *A*_260/280_ was greater than 2.0 and *A*_260/230_ was greater than 1.8, and RNA integrity was evaluated using the Agilent 2100 bioanalyzer (Agilent Technologies, USA). The libraries were constructed using the TruSeq stranded mRNA LT sample prep kit (Illumina, USA) according to the manufacturer’s instructions.

The libraries were sequenced on an Illumina HiSeq X 10 platform, and 150-bp paired-end reads were generated. Raw data (raw reads) of fastq format were first processed using Trimmomatic (79), and the low-quality reads were removed to obtain the clean reads. The clean reads were mapped to the Zingiber officinale reference genome (GCF_018446385.1_Zo_v1.1_genomic.fna) (80) using HISAT2 (81), and >90% of the reads were mapped to the genome from all of the samples. The number of fragments per kilobase of gene model per million mapped reads (FPKM) (82) of each gene was calculated using Cufflinks (83), and the read counts of each gene were obtained by HTSeq-count (84), where the GFF file GCF_018446385.1_Zo_v1.1_genomic.gff was used for the gene annotations. Differential expression analysis was performed using DESeq2 (85). An adjusted *P* value (*P*_adj_) of <0.05, fold change (FC) of >2 or <0.5, and an FPKM of >1 in the up- or downregulated genes were set as the threshold for significantly differential expression. The PCA was performed using the R statistical environment. The ginger proteins were annotated with Pfam domains using the InterProScan functional annotation tool (Galaxy version 5.55–88.0+galaxy3) using the default settings at https://usegalaxy.eu (86–88). The ginger protein sequences were downloaded from NCBI using the GCF_018446385.1_Zo_v1.1_protein.fasta file from reference 80.

### Real-time PCR analysis of N. benthamiana and ginger gene expression.

The expression in N. benthamiana leaves of genes annotated as encoding expansins (*NbEXPA1* and *NbEXPA2*) and gibberellin-regulated protein (*NbGA14*) was measured. Expansin genes *NbEXPA1* and *NbEXPA2* were amplified using primers from references 1 and 54, and the *NbGA14* gene was amplified using primers from reference 55. The details of the primers are listed in Table S1 in the supplemental material. N. benthamiana leaves (excluding the petiole) were harvested from plants after 21 days of exposure to Po-VOCs, and the plants without VOC exposure served as the control. The qPCR validation for the ginger RNA-seq was performed using the same RNA samples used for RNA-seq. cDNA was synthesized using the EasyScript one-step genomic DNA (gDNA) removal and cDNA synthesis kit (TransGen Biotech), using random primers according to the manufacturer’s instructions. The qPCR was performed with a LightCycler 96 instrument (Roche Life Sciences, USA) using SYBR green Pro *Taq* HS premix (Accurate Biotechnology, China) with *NbEF-1α* (89) and *ZoEF-1α* (90) as an internal reference. The quantitative reverse transcription-PCR (qRT-PCR) program consisted of denaturation at 95°C for 3 min, followed by 40 amplification cycles at 95°C for 10 s and 60°C for 30 s. A melt curve analysis step was included to confirm the specificity of the primer pairs used. Each sample was replicated three times for qPCR, the data were analyzed using the LightCycler 96 software, and the relative expression was calculated by the threshold cycle (2^−△△^*^CT^*) method (91). For ginger, the primers were designed using Primer-BLAST software (92) at NCBI and are listed in Table S1.

### Quantification of growth hormones in ginger plants exposed to *P. oligandrum* VOCs.

Ginger plants exposed to Po-VOCs were analyzed for the concentrations of the plant growth-regulating hormones gibberellic acid (GA3), indole 3-acetic acid (IAA), zeatin (ZEA), and abscisic acid (ABA). Leaf blades were collected at three time points of 7, 14, and 21 days from both Po-VOC-exposed and nonexposed ginger plants (grown as described in the previous section). For the extraction of the hormones, 0.1 g of fresh (not dried) leaf blades from each treatment was ground to a fine powder using a TissueLyser (60 s at 50 Hz). The fine leaf powder was then used to prepare the samples for hormone quantification based on a method described previously (93). Briefly, the powder was extracted with 1 mL of 80% methanol in a 2-mL tube by shaking at 300 rpm overnight at 4°C. The extracted samples were vortexed and centrifuged at 14,000 rpm at 4°C for 30 min. The supernatant from the samples was transferred to a new tube and then dried by vacuum evaporation at room temperature for 6 h, and then 200 μL of 80% methanol was added to the dried samples to dissolve the extract and then passed through a 0.2-μm-pore-size filter. The standard chemicals were purchased from Macklin, China for each of the quantified hormones (IAA, GA3, ZEA, and ABA) and standard solutions of different concentrations (0.1, 0.2, 0.5, 2, 5, 20, 50, and 200 ng/mL) were prepared in 80% methanol as described previously (93), and samples were run on a Xevo TQ-S (Waters, USA) machine coupled with the Waters Acquity HSS T3 ultraperformance (UPLC) column (1.8 μm, 2.1 mm by 75 mm) with an injection volume of 2 μL at a column temperature of 30°C for detection and quantification (94).

### Effect of individual VOCs on N. benthamiana seedling growth.

The *P. oligandrum* VOCs identified through previous GC-MS analysis based on their relative percentage of area of >1% (11) were evaluated using the individual compounds purchased from Macklin (China) or Aladdin (China) for their N. benthamiana seedling growth-promoting potential. The 12 compounds were methyl heptenone, 3-octanone, ethyl decanoate, 1-octanal, α-pinene, d-limonene, dodecane, 2-undecanone, 2-heptanone, pinanediol, hexadecane, and 2-phenylethanol. Dimethyl sulfoxide (DMSO) was used as a solvent to obtain final concentrations of 10, 50, and 100 μM. N. benthamiana seedlings were grown on MS agar medium on one side of the bipartite plate as described in the previous section, and on the other side of the plate, 50 μL of each of the VOCs was applied to 1-cm-diameter filter papers. Control plates were prepared in the same manner, except the filter papers were wetted with only DMSO. After 10 days of VOC exposure, the dry weight of the seedlings was measured.

### GC-MS analysis of the VOCs produced by *P. oligandrum* and *P. myriotylum*.

Solid-phase microextraction (SPME) gas chromatography-mass spectrometry (GC-MS) analysis was conducted to identify VOCs produced by *P. oligandrum* strains GAQ1 and CBS 530.74 and *P. myriotylum* strain SWQ7. Five-millimeter-diameter mycelial plugs from an actively growing mycelial mat of either *P. oligandrum* (GAQ1, CBS 530.74) *or P. myriotylum* SWQ7 was inoculated on V8 agar medium in 100-mL vials. Noninoculated V8 agar medium was used as a control. The absence of a VOC from the noninoculated V8 agar medium control was critical to assigning a VOC as actually produced by *P. oligandrum* or *P. myriotylum*. The vials were closed with rubber lids and were firmly sealed by wrapping them at least nine times with parafilm (Parafilm M; Bemis, USA), and then the vials were incubated at 25°C for 3 days before VOC collection. The SPME fiber was injected into the headspace of the vial containing either *P. oligandrum* GAQ1 or CBS 530.74 or *P. myriotylum* SWQ7 and incubated at 30°C for 30 min. GC-MS analysis was carried out using a TSQ 8000 EVO gas chromatograph (Thermo Scientific, USA), and VOCs were identified as described in reference 95. Standards for hexadecane and 3-octanone (Macklin, China) were also run on the GC-MS machine.

### Effect of *P. oligandrum* VOCs on control of *P. myriotylum*-caused disease on ginger and N. benthamiana.

The 5-mm freshly growing mycelial plug of *P. oligandrum* GAQ1 was inoculated in the glass jars containing V8 agar medium, while the glass jars containing only V8 agar medium were used as the control. The plastic pots were prepared as described in the previous section. The roots were inoculated with autoclaved wheat seeds, which were used to culture *P. myriotylum* SWQ7 isolate or controls at the same time as transplantation of equal-sized seedlings of either N. benthamiana or ginger. The wheat seed inoculum was prepared by the method described previously (5). The plastic pots inoculated with *P. myriotylum*, and noninoculated controls were then fixed onto glass jars containing *P. oligandrum* and other glass jars containing only V8. The glass jars were then sealed by wrapping them at least nine times with Parafilm to avoid the escape of VOCs. The trial was carried out in a growth chamber at 16-h-light and 8-h-dark cycles at 25°C. Plants were observed regularly for the development of disease symptoms. The experiment was performed using a completely randomized design with 20 replicate plants in each experiment and repeated three times. The disease symptoms were scored 21 days after *P. myriotylum* inoculation using the formula disease severity index (%) = [Σ (*ni* × *vi*)/(*V* × *N*)] × 100, where *ni* indicates the number of plants with the respective disease rating, *vi* is the disease rating, *V* is the highest disease rating (3), and *N* is the number of plants observed. The ginger disease rating was calculated using the following scale described in reference 32: 0 = healthy plants; 1 = discolored sheath collar and yellow lower leaves; 2 = plants alive, but with some shoots either totally yellow or dead; and 3 = all shoots dead. The N. benthamiana wilting rating was calculated using the following scale: 1 = no symptoms, 2 = one leaf wilted, 3 = two to three leaves wilted, 4 = four or more leaves wilted, and 5 = whole plant wilted.

### Statistical analysis.

Generally, the data were statistically analyzed using either Student’s *t* test or one-way analysis of variance (ANOVA) using SPSS software version 25, and the significant difference between the means was determined using Tukey’s honestly significant difference (HSD) test after one-way ANOVA.

### Data availability.

The RNA-seq reads from this project were submitted to the GEO database under accession no. GSE235182.

## Supplementary Material

Reviewer comments

# Supplementary material for: Volatile Organic Compounds Emitted by the Biocontrol Agent Pythium oligandrum Contribute to Ginger Plant Growth and Disease Resistance
**Source:** Microbiol Spectr. 2023 Aug 3;11(4):e01510-23. doi: 10.1128/spectrum.01510-23
**Supplement:** Supplemental file 3 — Table S3 and Fig. S1 to S10. Download spectrum.01510-23-s0001.pdf, PDF file, 1.8 MB

**Table S1.** (Separate Excel file) List of primers used for qPCR work. As well as the sequences, the Pfam annotations for ginger genes and gene description for *N. benthamiana*, primer efficiency value and the purpose are listed for each of the primer pairs.

**Table S2.** (Separate Excel file) **(A)** Transcriptomic dataset for ginger either exposed to the volatile organic compounds (VOCs) produced by *Pythium oligandrum* or non-exposed (control) at 21 d. Summary of gene models and functional annotations for ginger genes and the RNA-seq dataset. **(B)** Based on the Pfam annotations, the list of upregulated ginger genes related to growth and stress responses in plants either exposed to the volatile organic compounds (VOCs) produced by *Pythium oligandrum* or non-exposed (control) at 21 d.

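Table S2A pairs each ginger gene with its protein, product name and Pfam domains and gives the FPKM of each plant, the group means, the fold change and the adjusted p of the study's test. Table S2B is described as the upregulated genes of growth and stress families taken from it and was not used here. All but the last 54082 of the 55599 rows of Table S2A were used, all of them marked as upregulated and ordered by Po-VOCs mean FPKM from 1 to 73.76. When DESeq2 was run on the deposited counts, the log2 fold changes of these rows differed from the table's by at most 0.00513, and 1515 of the genes had an adjusted p below 0.05 while 2 did not. In edgeR's quasi-likelihood test, 1451 of them were tested, all with an unadjusted p below 0.05, and 402 had an adjusted p below 0.05.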

**Table S3.** Screening for the identification of two growth-promoting VOCs, hexadecane and 3-octanone in *P. oligandrum* and *P. myriotylum*.

| VOCs <sup>a</sup> | Chemical<br>Formula              | RI (Exp.) <sup>b</sup> | RI (lit.) <sup>c</sup> | <i>P. oligandrum</i><br>GAQ1 <sup>d</sup> | <i>P. oligandrum</i><br>CBS 530.74 <sup>e</sup> | <i>P. myriotylum</i><br>SWQ7 <sup>f</sup> |
|-------------------|----------------------------------|------------------------|------------------------|-------------------------------------------|-------------------------------------------------|-------------------------------------------|
| 3-octanone        | C <sub>8</sub> H <sub>16</sub> O | 986                    | 989                    | +                                         | -                                               | -                                         |
| hexadecane        | C <sub>16</sub> H <sub>34</sub>  | 1601                   | 1600                   | +                                         | +                                               | -                                         |

**a** VOCs that promoted *N. benthamiana* growth were screened for the presence of these VOCs in other *Pythium* species.  
**b** Retention index of experimental data.  
**c** Retention index listed in the literature.  
**d** *P. oligandrum* GAQ1 produced these two VOCs identified by (Sheikh et al., 2023).  
**e & f** evaluated to produce two growth-promoting VOCs in the present study.

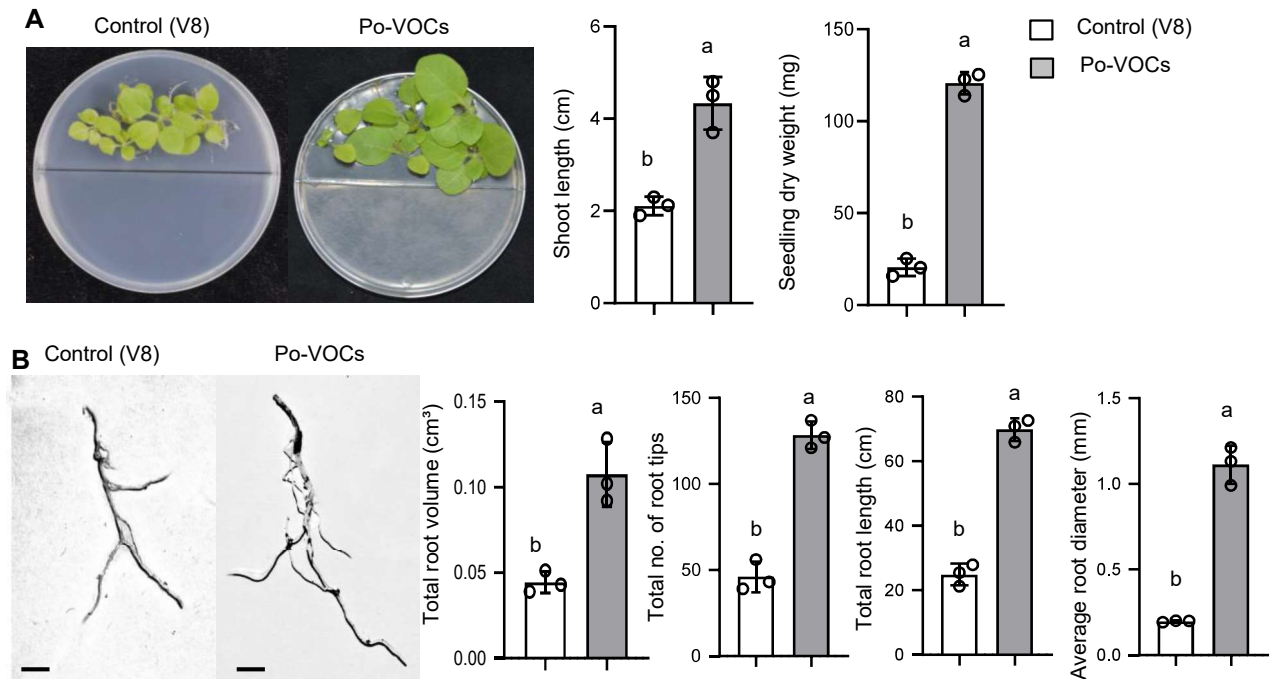

**Figure S1.** The results of the second repeat experiment also showed that *P. oligandrum* volatile organic compounds (Po-VOCs) enhanced the growth of *Nicotiana benthamiana* seedlings. **(A)** The plates were imaged 10 d after exposure to Po-VOCs or control (V8) and shoot length and seedling dry weights were measured. **(B)** Representative images of the roots of *N. benthamiana* seedlings exposed to Po-VOCs or control (V8) for 10 d (Scale bar represents 2 cm). Four root morphological parameters of total root volume, total number of root tips, total root length, and average root diameter were measured. Error bars indicate the standard error of the mean ( $n = 3$ ). Different lower-case letters above the bars represent significant differences between treatments.

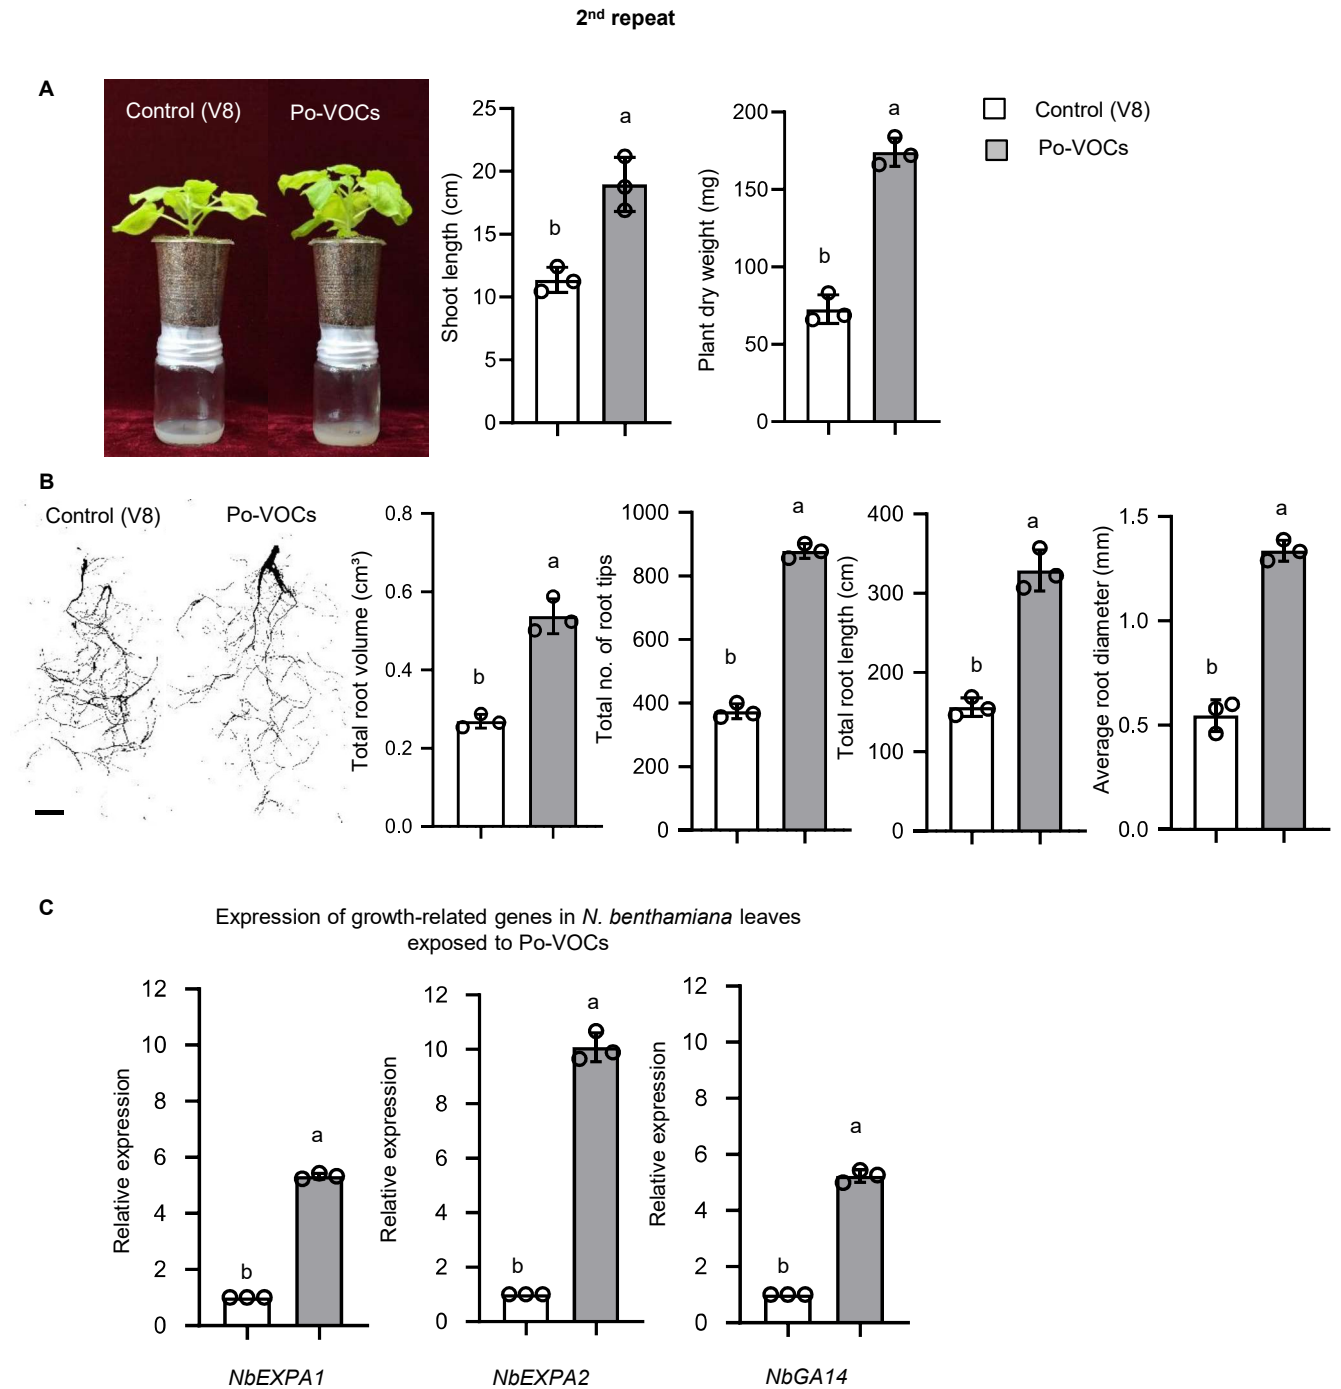

**Figure S2.** The second and third repeats of the experiment also showed that the volatile organic compounds produced by *P. oligandrum* enhanced the growth of *Nicotiana benthamiana* in planta. (**A and D**) The plants were imaged 21 d after exposure to Control (V8) or Po-VOCs to see the difference in growth by measuring the shoot length, and dry weight of the plants. (**B and E**) Representative images of the roots of *N. benthamiana* plants exposed to Po-VOCs or control (V8) for 21 d (Scale bar represents 2 cm). Root morphological parameters, total root volume, the total number of root tips, total root length, and average root diameter were measured. (**C and F**) Expression of the genes related to growth in leaves of *N. benthamiana* after 21 d of exposure of plants to the VOCs produced by *P. oligandrum*. qRT-PCR was performed using *NbEF-1a* as an internal reference. Error bars indicate the standard error (n = 3). Different lower-case letters above the bars represent significant differences between treatments. For D, E and F parts, see the next page.

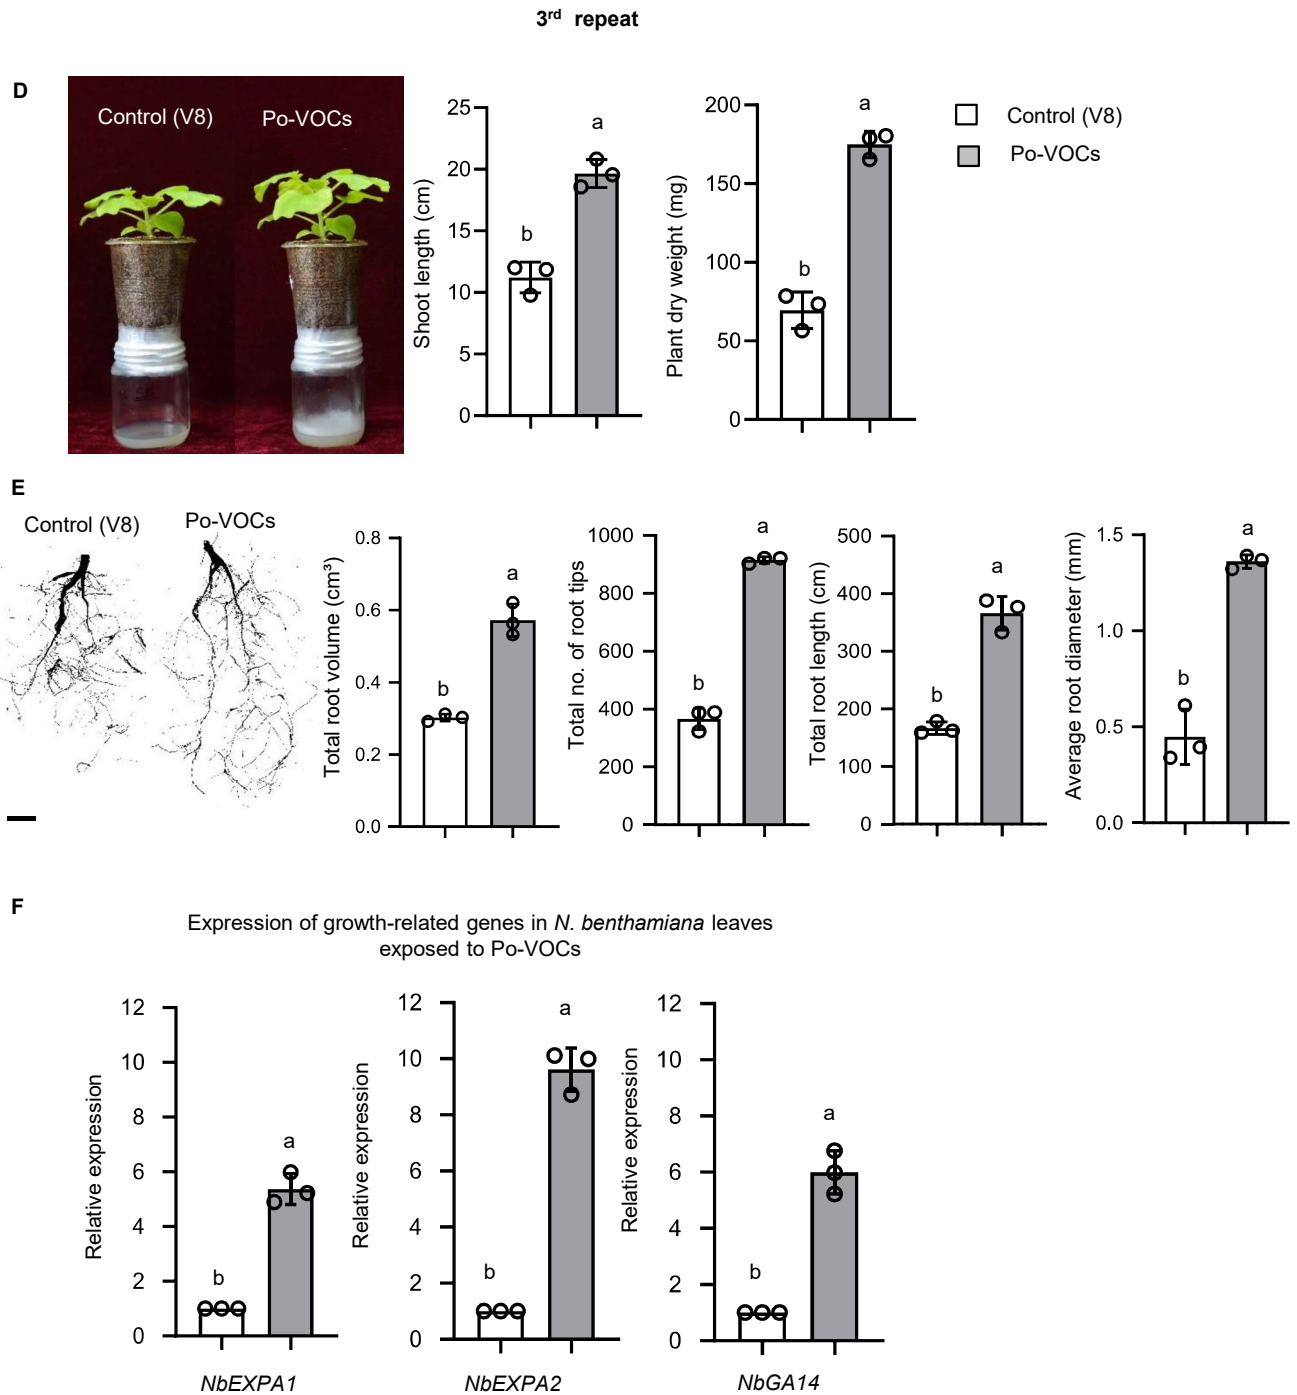

**Figure S2. (continued from previous page)** The second and third repeats of the experiment also showed that the volatile organic compounds produced by *P. oligandrum* enhanced the growth of *Nicotiana benthamiana* in planta. **(A and D)** The plants were imaged 21 d after exposure to Control (V8) or Po-VOCs to see the difference in growth by measuring the shoot length, and dry weight of the plants. **(B and E)** Representative images of the roots of *N. benthamiana* plants exposed to Po-VOCs or control (V8) for 21 d (Scale bar represents 2 cm). Root morphological parameters, total root volume, the total number of root tips, total root length, and average root diameter were measured. **(C and F)** Expression of the genes related to growth in leaves of *N. benthamiana* after 21 d of exposure of plants to the VOCs produced by *P. oligandrum*. qRT-PCR was performed using *NbEF-1a* as an internal reference. Error bars indicate the standard error (n = 3). Different lower-case letters above the bars represent significant differences between treatments. For A, B and C parts, see the previous page.

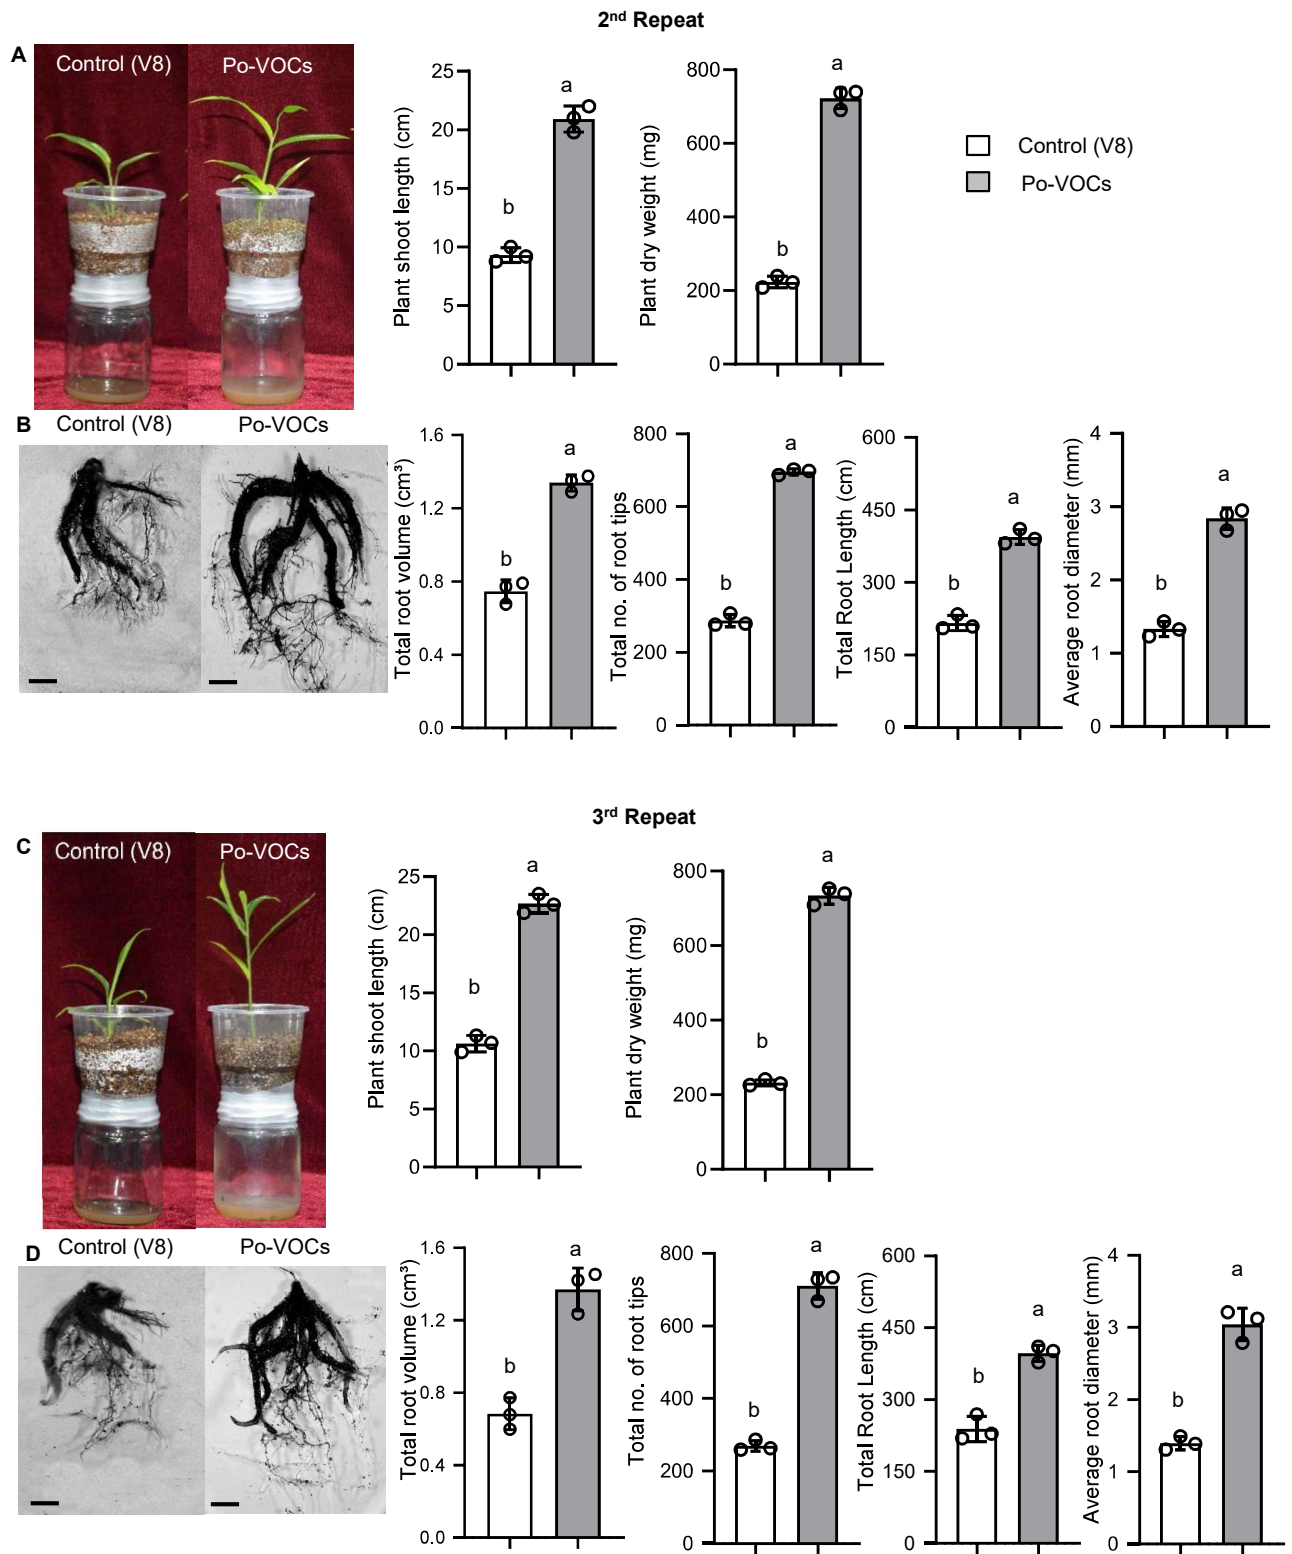

**Figure S3.** The second and third repeat of the experiment also showed that the volatile organic compounds produced by *P. oligandrum* enhanced the growth of ginger (*Zingiber officinale*) plants. **(A and C)** The plants were imaged 21 d after exposure to Po-VOCs or Control (V8) to see the difference in growth by measuring the shoot length, and dry weight of the plants. **(B and D)** Representative images of the roots of ginger plants exposed to Po-VOCs or Control (V8) for 21 d (Scale bar represents 2 cm). Root morphological parameters, total root volume, the total number of root tips, total root length, and average root diameter were measured. Error bars indicate the standard error (n = 3). Different lowercase letters above the bars represent significant differences between treatments.

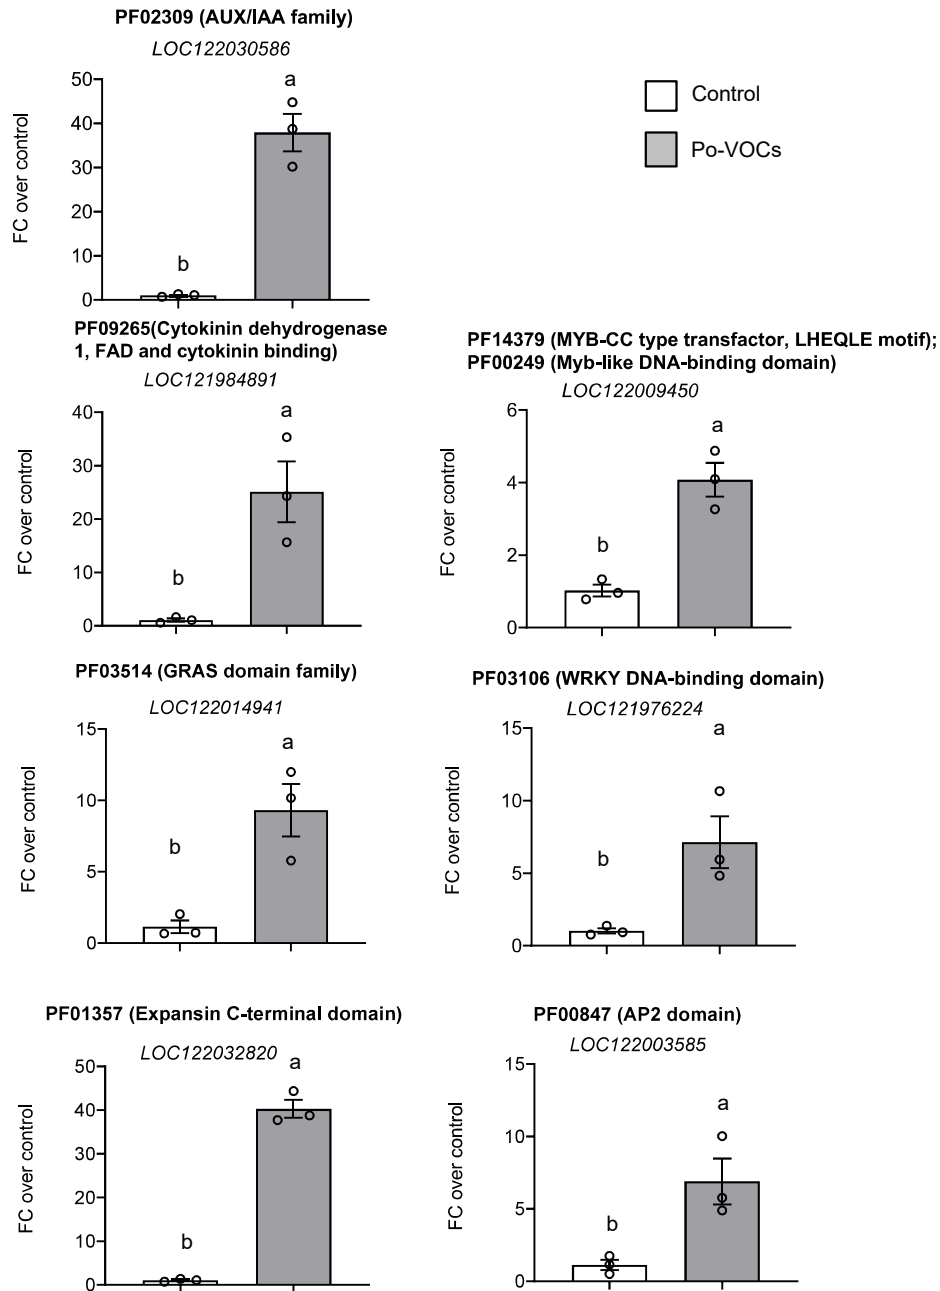

**Figure S4.** qPCR validation of RNA-seq dataset in ginger plants either exposed to Po-VOCs or control (V8). The genes related to growth and stress were selected based on the Pfam annotations. The error bars represent standard errors (n = 3). The expression levels of ginger were normalized using *ZoEF-1α* as a reference gene. Different lower-case letters above the bars represent significant differences between treatments using Student's t-test at the level of P < 0.001.

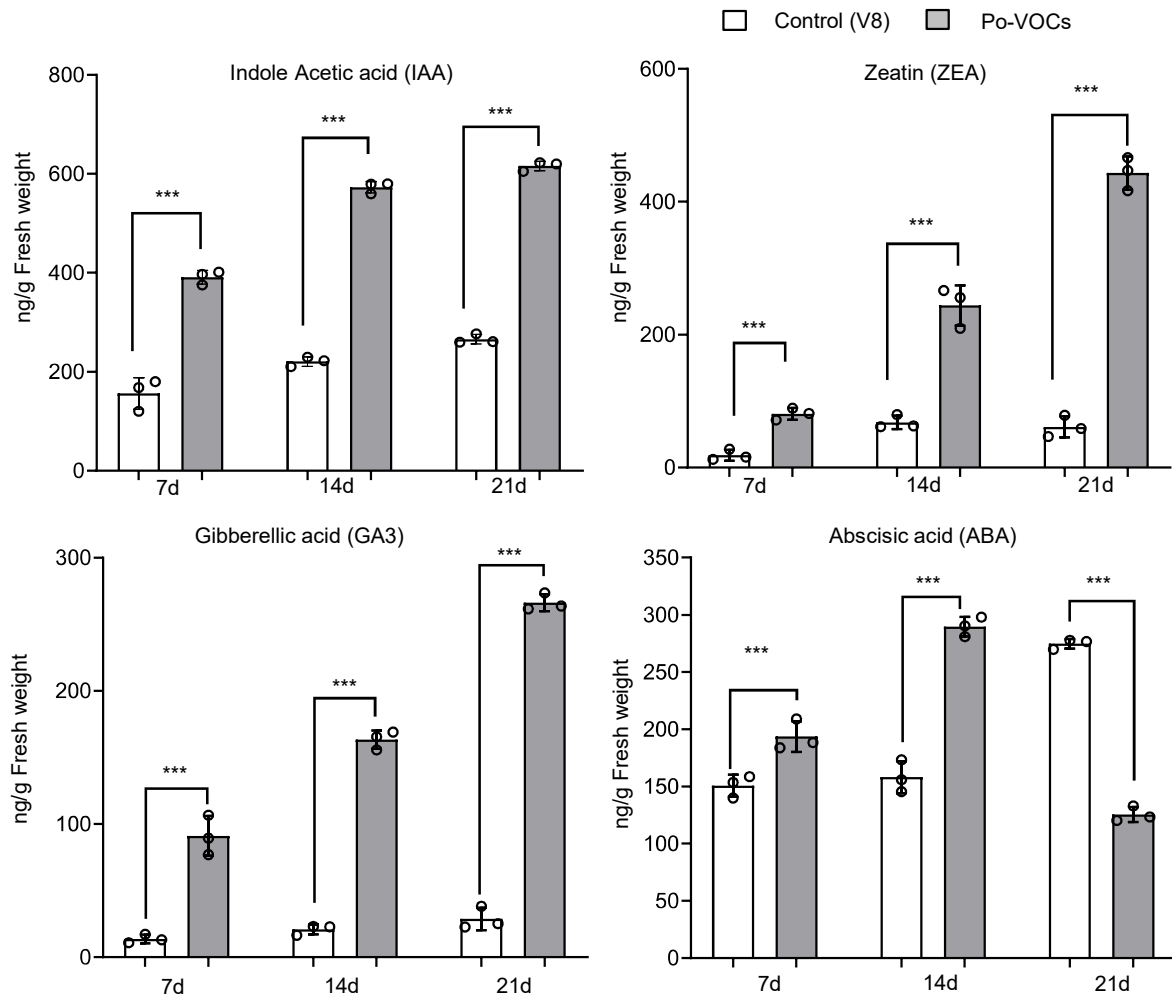

**Figure S5.** The results of the second repeat of the experiment also showed the trends similar to Figure 5 and showed the concentration of selected plant growth hormones in leaf blades of ginger plants exposed to *P. oligandrum* volatile organic compounds for 7 d, 14 d and 21 d. Error bars indicate the standard error (n = 3). \*\*\* represents the significant difference between treatment and control at the level of  $P < 0.001$ .

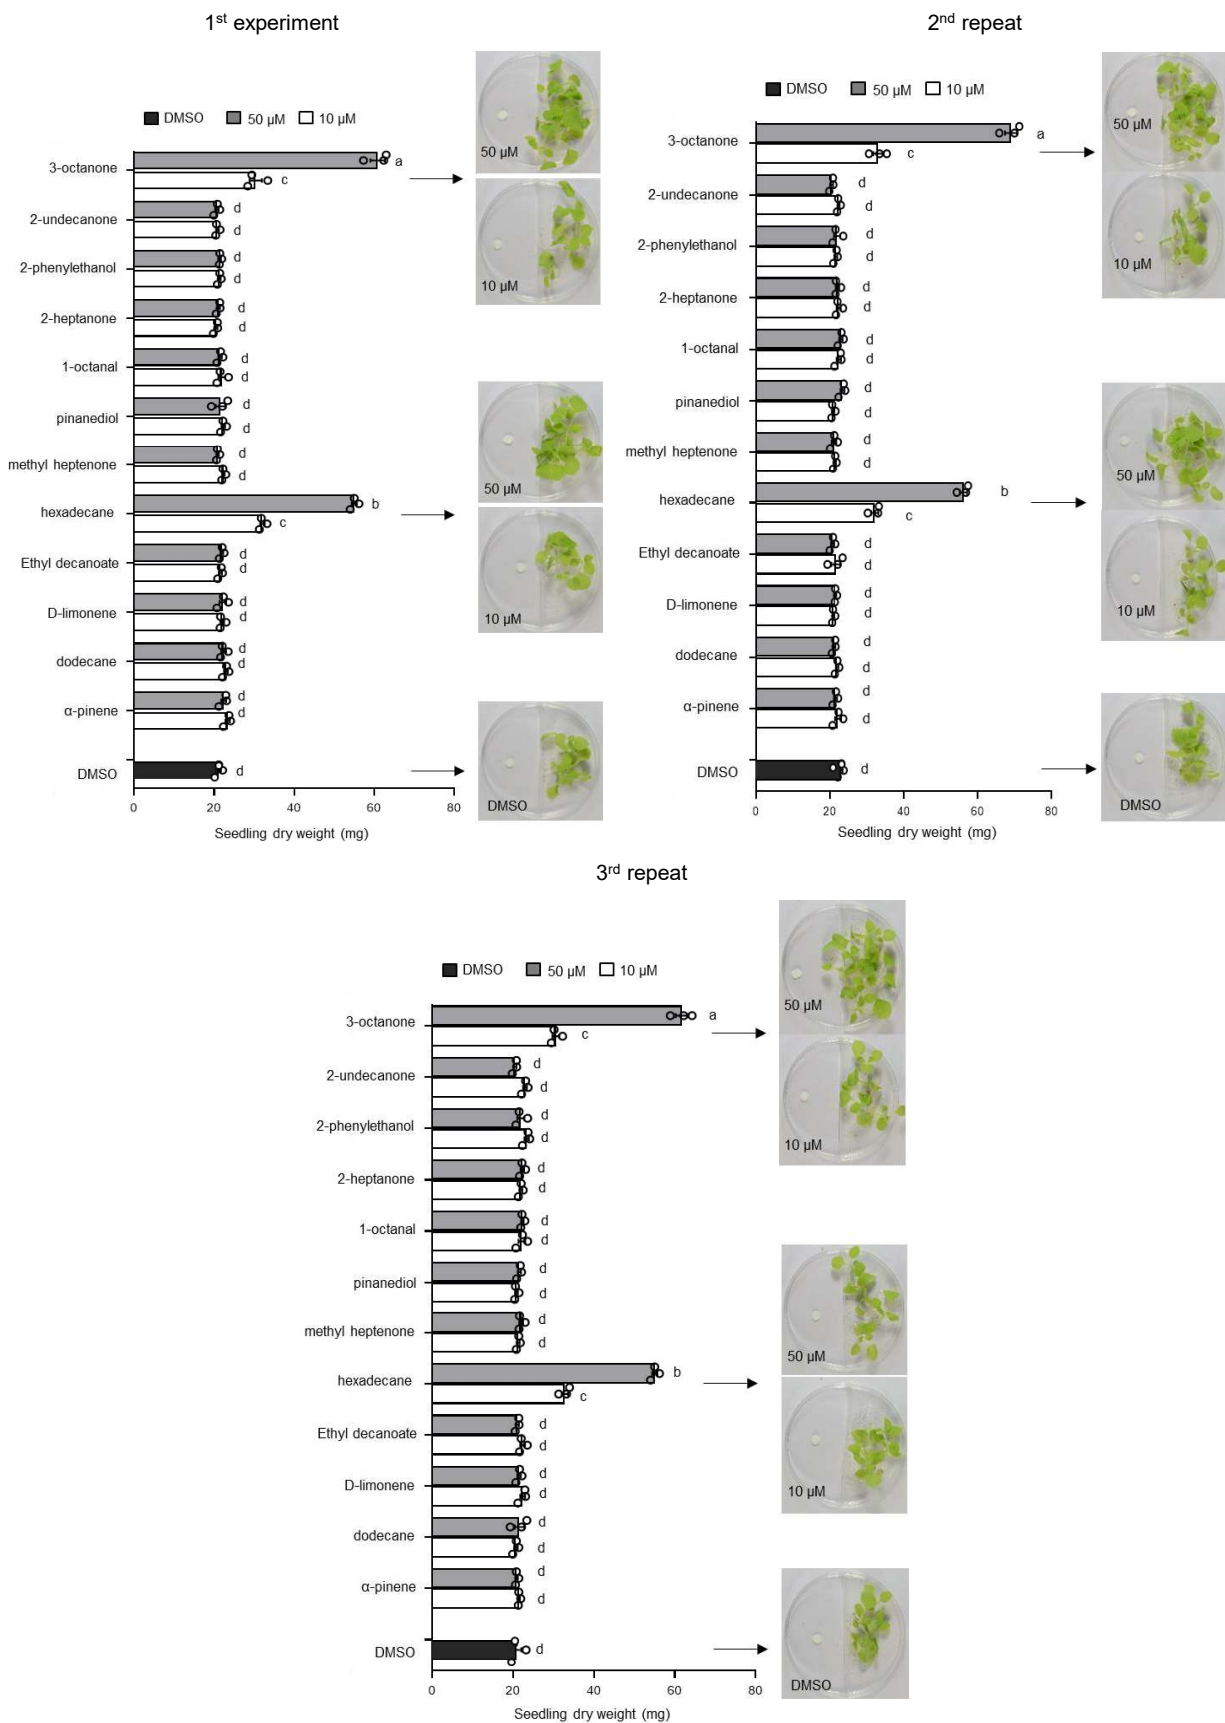

**Figure S6.** Assessment of the effects of individual VOCs produced by *P. oligandrum* (GAQ1) for their potential in growth promotion in *N. benthamiana* seedlings. Plant dry weights were recorded after 10 d of VOCs exposure at 10 µM and 50 µM concentrations and the Petri plates supplemented with DMSO were used as control. Error bars indicate the standard error of the mean (n = 3). The letters above the bars indicate a significant difference between conditions. Experiments were replicated at least three times producing similar results

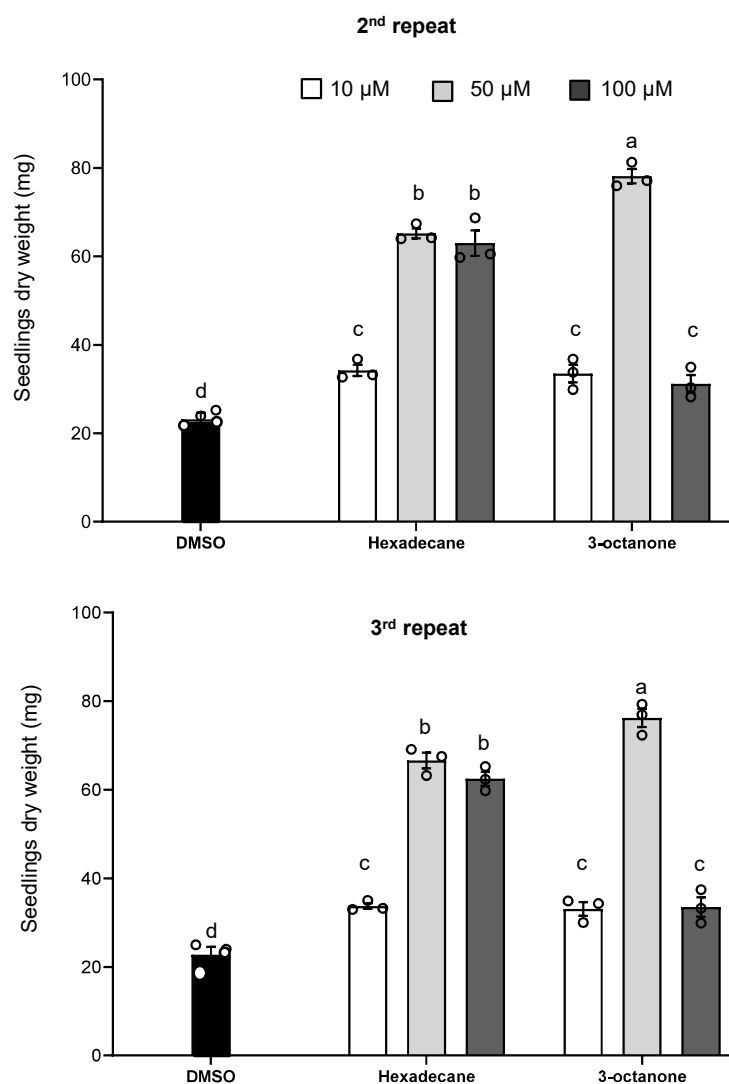

**Figure S7.** The results of the second and third repeat of the experiments showed the same trends as in Figure 6 showing the effect of two growth-promoting VOCs at a higher concentration (100 $\mu$ M) on *N. benthamiana* seedlings growth. *N. benthamiana* seedlings were exposed to either individual VOCs, hexadecane and 3-octanone, or control (DMSO) for 10 d and the dry weight of the seedlings was recorded. Error bars indicate the standard error of the mean (n = 3). Lowercase letters above the bars indicate a significant difference between treatments. Experiments were replicated at least three times producing similar results

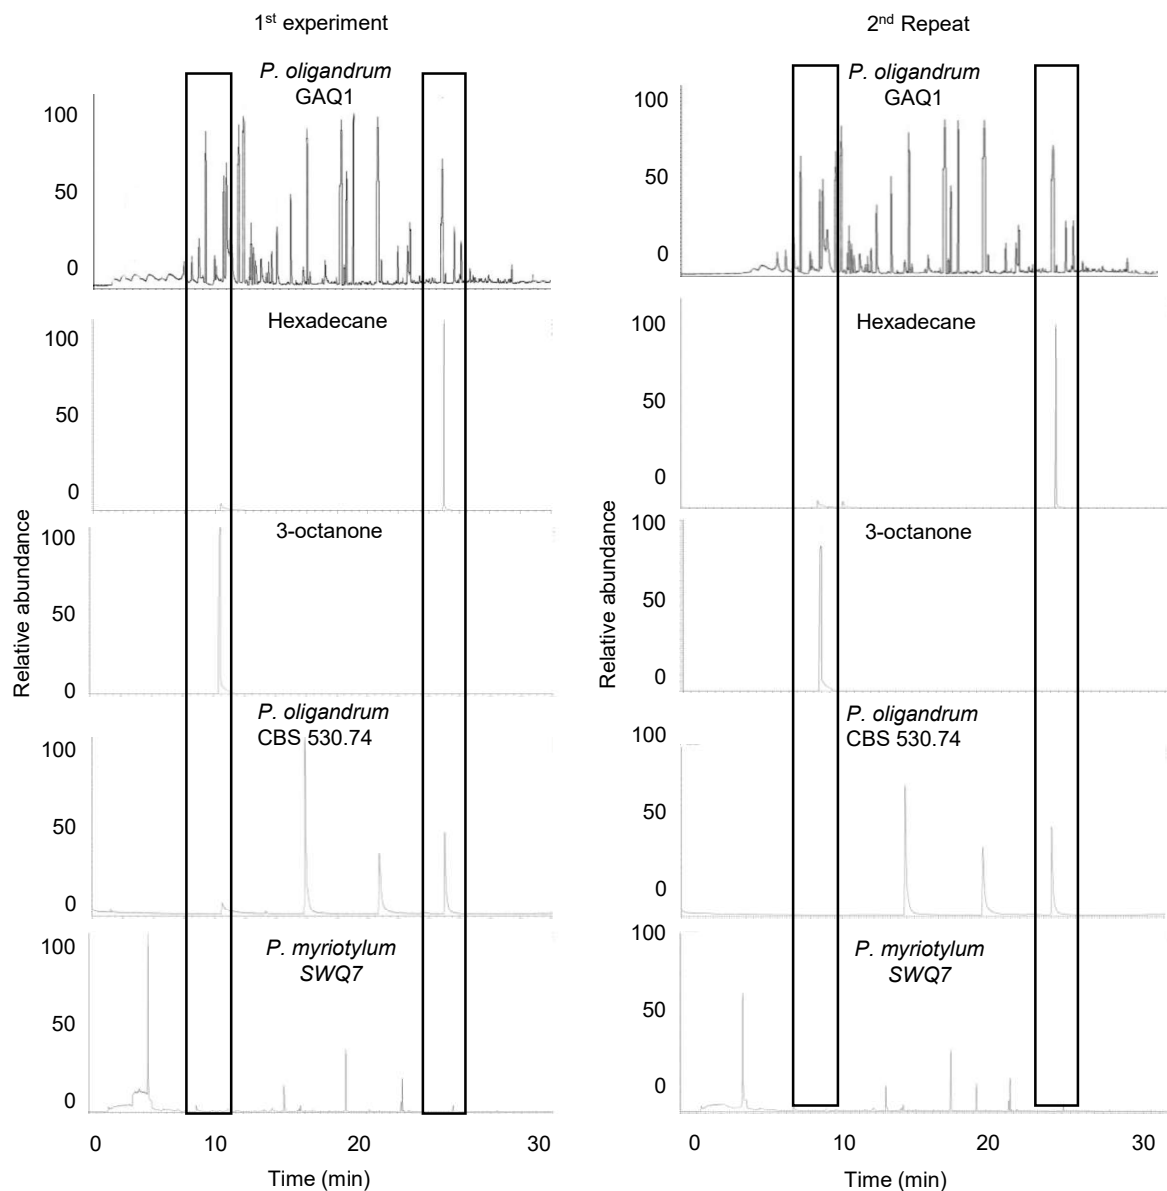

**Figure S8.** Chromatograph traces from GC-MS for the detection of the growth-promoting VOCs hexadecane and 3-octanone. The VOCs were produced by *P. oligandrum* GAQ1 on V8 media. The *P. oligandrum* strain CBS 530.74 also produced the VOC, hexadecane on the V8 medium whereas the two growth-promoting VOCs were not detected in *P. myriotylum* SWQ7 on the V8 medium. GC-MS traces are also shown for the standards of the two VOCs. The chromatographs of the second repeat of the experiment are also shown.

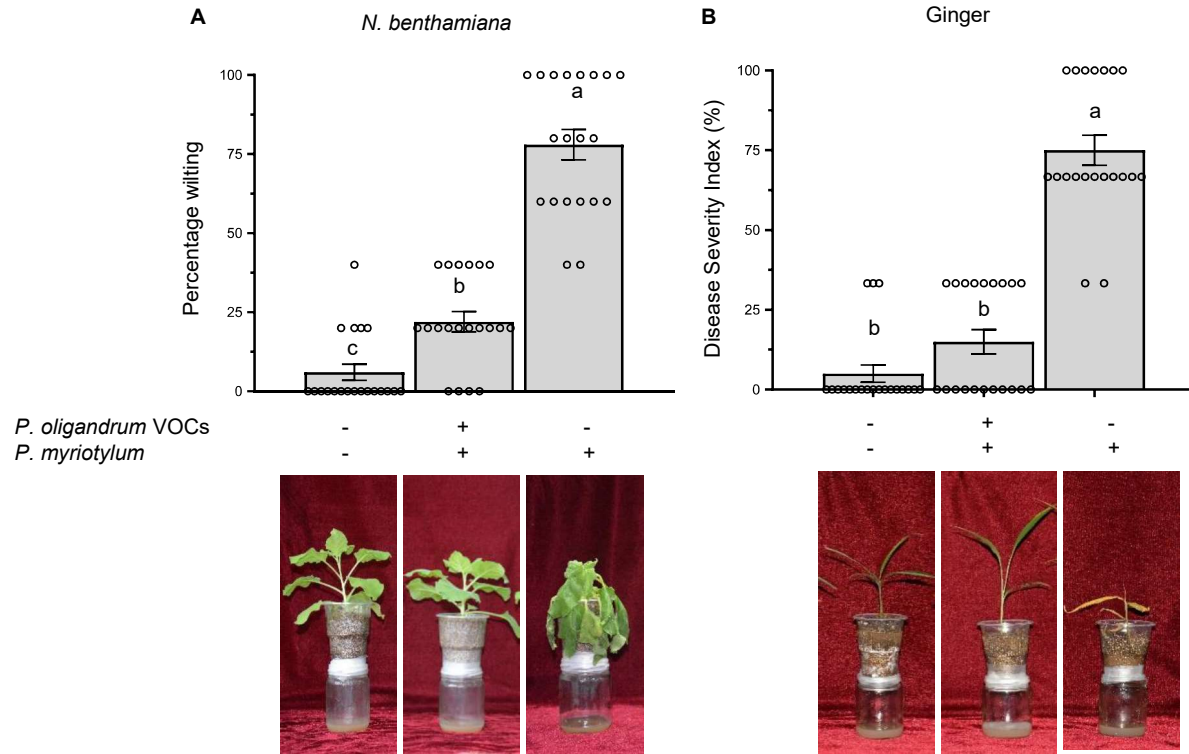

**Figure S9.** The results of the second repeat of the experiment also showed that *P. oligandrum* VOCs reduced the disease severity in *N. benthamiana* and ginger plants. **(A)** *P. myriotylum*-infected *N. benthamiana* plants were either exposed to control (V8) or Po-VOCs for 21 d, whereas the non-inoculated *N. benthamiana* plants without exposure to Po-VOCs were used as negative controls. The plants were photographed, and the symptoms were scored after 21 days of inoculation of *P. myriotylum* and exposure to Po-VOCs to calculate the percentage of wilting in *N. benthamiana*. **(B)** *P. myriotylum*-infected ginger plants were either exposed to Po-VOCs or control (V8) for 21 d, whereas the non-inoculated ginger plants without exposure to Po-VOCs were used as negative controls. The plants were photographed, and the symptoms were scored after 21 days of inoculation of *P. myriotylum* and exposure to Po-VOCs to calculate the disease severity index in ginger. Error bars are the standard error of the mean ( $n = 20$ ). Lowercase letters on the bars show significant differences between different treatments.

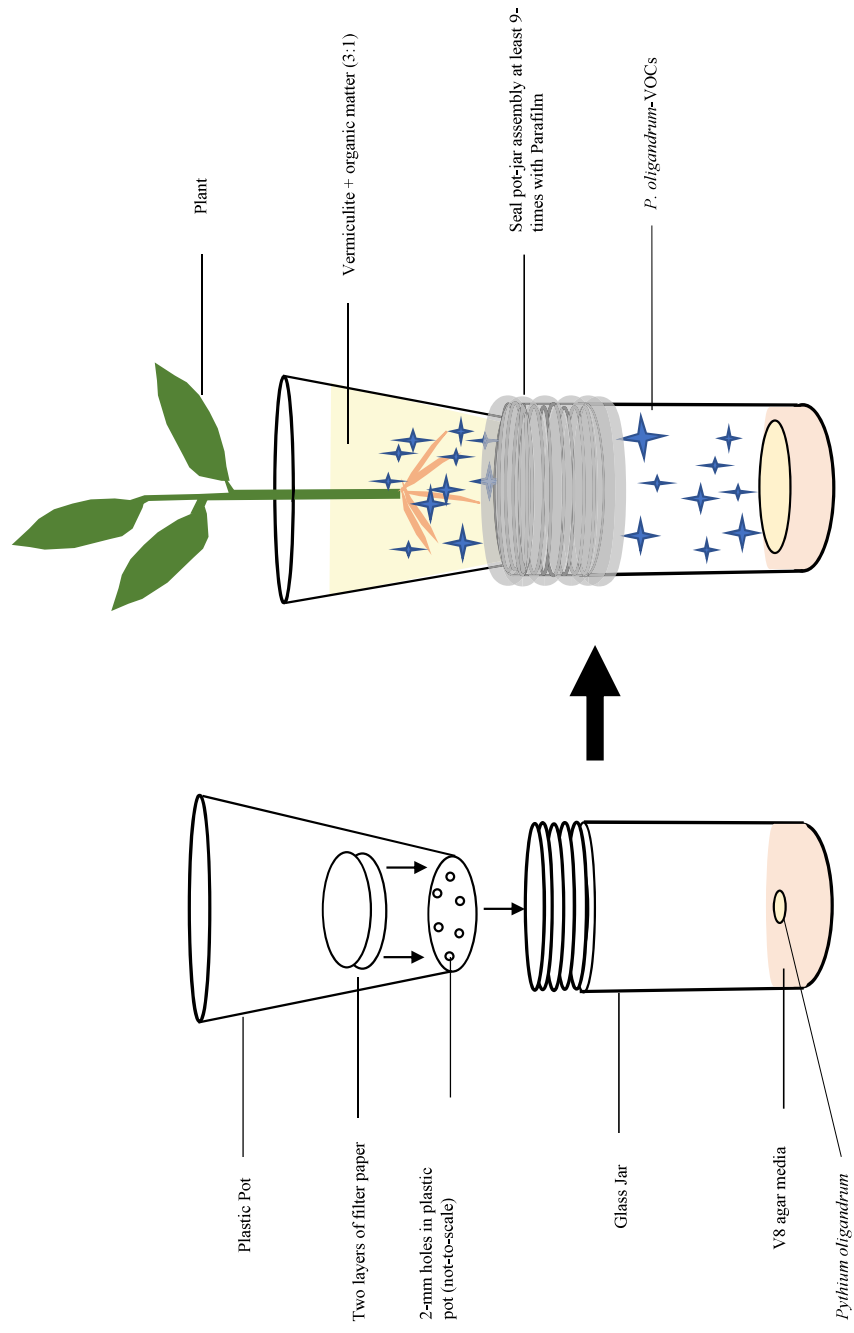

**Figure S10.** Pot-jar assembly used in the current study to see the effect of *P. oligandrum*-produced VOCs on plant growth, showing plastic pots with six small holes (2-mm) at the bottom to allow the plants to be exposed to the VOCs produced by *P. oligandrum*. Two layers of filter papers were placed inside at the bottom of the pot to avoid the leakage of contaminating liquid through the holes into the glass jars containing *P. oligandrum* grown on V8 agar medium. Plants were grown in the plastic pots containing vermiculite and organic matter (3:1) and fitted onto the glass jar to allow the plants to be exposed to the Po-VOCs. The glass jar assembly was sealed with Parafilm at least 9 times to avoid the escape of VOCs.

How the deposited data were processed for this re-analysis (not part of the article)

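RNA-seq was analysed in leaf blades of 3 ginger plants exposed to Po-VOCs and 3 control plants at 21 days, 1 library per plant. Conditions and replicate numbers were taken from the sample labels and match the design in the paper's methods.

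According to the methods, the authors made the counts by trimming paired-end reads with Trimmomatic, mapping them with HISAT2 to the Zo_v1.1 assembly and counting them per gene with HTSeq-count on the RefSeq annotation of that assembly. The deposited counts are whole numbers, not normalized, and every one of the 55601 rows names a gene. The authors' deposited FPKM values are attributed to Cufflinks in the methods. In the files, all 299269 FPKM values above 0 equalled the count divided by a length per gene and by the library's total count, within 0.1%. FPKM served for the expression threshold, for values per plant and for alternatives tested on the log scale. Tool versions, the HTSeq-count mode and its strand option are not given in the sources used here, so genes that share reads with near-identical copies are uncertain.

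Total counts ranged from 13695463 to 14662442 per library, with a median of 14134910 in the control group and 14049343 in the Po-VOCs group. At this depth 48697 to 50442 genes had at least 1 count in a library.

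Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 41508 genes, library sizes were adjusted by TMM, dispersions were estimated, and the quasi-likelihood test compared the groups with no covariate. The adjusted p is by Benjamini-Hochberg over all genes tested. The standard error of an edgeR log2 fold change was derived as its absolute value divided by the square root of the test's F statistic. It can differ from DESeq2's fitted one in either direction. For LOC122032820 it was 0.956 against 1.50, and for LOC122030586 0.564 against 0.472. A DEG had an adjusted p below 0.05, an absolute log2 fold change above 1 and a mean FPKM above 1 in the higher group. PCA used centred log2 CPM (prior count 2) of the 500 most variable genes. Exact permutation tests are two-sided. DESeq2 1.42.0 and limma 3.58.1 served for alternatives.

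The code was tested on simulated data with the means, library sizes and spread of these libraries over 41508 genes. With 200 genes changed by 1.5 to 3 on the log2 scale and the spread of every gene on the fitted trend, edgeR recovered 164 with 3 false calls and DESeq2 171 with 29 false calls. With the spread varying between genes as fitted, edgeR recovered 0 of 200, while DESeq2 recovered 150 with 174 false calls. With 3000 changed genes and varying spread, edgeR recovered 60.6% with 3.40% false calls among its calls and DESeq2 80.6% with 15.0%. With 3000 changed genes and the spread on the trend, edgeR recovered 92.9% with 3.96% false calls and DESeq2 93.3% with 5.89%. The varying spread was drawn, up to a cap, from the scatter between genes that edgeR itself had fitted. This setting is close to edgeR's own model, so it does not give DESeq2's rate of false calls in general.

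Genes are named by a rule fixed before the data were examined: the genes the study names by ID; in each direction the 5 DEGs with the largest change among those with a mean FPKM above 10 in the higher group and no overlap between the groups; and in each of 7 families the DEG with the largest and the one with the smallest log2 fold change. The values of the held rows of Table S2A had been readable before the rule was written. Of the 5 genes that fell, 2 are named, since no table used here pairs them with a description. Gene descriptions come from Table S2A, and chromosome positions from the RefSeq annotation of Zo_v1.1, in which all 55601 gene IDs were found.

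Families had been planned from product names, with tests of direction and set tests over all members. The reference used here gives no product names, so these tests and those of the further gene lists were not run. Instead, the upregulated genes of each Pfam domain in the held rows of Table S2A, and the genes of Fig. 4C, are described without a test of direction, a choice made after the reference had been seen. GC content was not analysed, since no genome sequence was used.

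Alternatives covered the count model, the normalization, the filter on low counts, the replicate number as a block, each library left out in turn, the FPKM and adjusted p thresholds, limma on log2 FPKM with pseudocounts of 1 and 0.1, thinning to the smallest total, and other settings of the PCA.

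Genes on the A and B chromosomes were aligned in order by the length of their span and their number of proteins, and pairs whose spans differed by at most 5.13% were kept. No sequence was compared, so the genes of a pair need not be counterparts.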

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

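The tests of carry-over, of a response and of chance, the likelihood ratio test and the choice of rpl32 came after the values had been seen, while the edgeR and DESeq2 fits, including the edgeR fits without 1 library, had been set before. Both results concern plastid genes, which the paper does not report on. The plastid share was above that of every control plant in 1 Po-VOCs library only, and the signal of rpl32 in all 3. For the share, that count rests on control replicate 2, since all 3 Po-VOCs libraries lay above the other control plants.

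Transcripts of the 65 plastid genes made up 0.0241% of the counts of Po-VOCs replicate 3, which is 2.66 times the highest control share of 0.00903%. The lowest control share was 0.00381%, and the other Po-VOCs libraries had 0.00462% and 0.00631%. A response to Po-VOCs would raise the share in all exposed plants, but only 1 of the 3 lay above every control. That count rests on control replicate 2, which had the highest control share, as control replicate 1 had 0.00426%. All 3 exposed plants lay above control replicates 1 and 3, so the count does not decide on a response. All 15 tested plastid genes had their highest share of counts in Po-VOCs replicate 3, but that library was singled out for its plastid share, so this largely restates the pattern and does not decide on plastid RNA carried over into the library. The rises were uneven: among genes named after their values were seen, psbA had 853 counts against 248 in the next library and rbcL 135 against 26, while ndhD had 70 against 58 and psbK 16 against 14. Carry-over and the state of that plant or leaf cannot be told apart, as no value here separates them. The libraries were made with an mRNA kit, and how far plastid transcripts pass it in each library was not tested.

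The plastid gene rpl32 (plastid genome, 120129 to 120302) was higher in all 3 exposed plants than in any control plant, with counts of 163, 140 and 136 in the control plants and 265, 317 and 357 in the exposed plants. Its fold change was 2.14 (adjusted p = 0.0545 from edgeR's quasi-likelihood test), and the adjusted p was 0.00295 with DESeq2. Among the alternatives set before the data were examined it was past the threshold under some and not under others, with adjusted p between 0.00295 and 0.191, and the likelihood ratio test gave 0.00266. The fold change was 1.91 without Po-VOCs replicate 3, so the high plastid share of that library is not the whole of it. Of the 15 plastid genes tested, 1 had all exposed plants above all controls in TMM-scaled counts and 2 in FPKM, where psaJ, named after its values were seen, was also apart, with a lowest exposed value of 27.2 against a highest control value of 26.5. By chance 0.75 would be seen, so a chance result cannot be told apart from a response of this gene. Reads from copies of plastid DNA in the nuclear genome, and how far transcripts of this gene pass the mRNA kit, were not tested.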

How the results depend on the processing

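The edgeR likelihood ratio test, limma-voom, the newer and the robust edgeR quasi-likelihood methods, DESeq2 with libraries left out, DESeq2 and the likelihood ratio test at an adjusted p below 0.01, the length trend, the summed gene pairs and the rlog transformation were chosen after seeing the data. The other alternatives were set before the data were examined. The cause of a change was not tested unless stated.

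The number of DEGs depended on the test, on the adjusted p threshold and on single libraries. DESeq2 gave 1677 upregulated and 1412 downregulated genes and the edgeR likelihood ratio test 1653 and 1289, while limma-voom gave 219 and 183, against 452 and 424. On log2(FPKM + 1), limma called 282 downregulated genes, and its number of upregulated genes stayed within 1.5 times. At an adjusted p below 0.01, edgeR's quasi-likelihood test called 0 in either direction, with 8392 genes at an unadjusted p below 0.05, and limma on log2(FPKM + 1) also called 0, where DESeq2 called 2069 and the likelihood ratio test 1977. With each library left out in turn, edgeR called 1 to 969 upregulated and 3 to 631 downregulated genes. Fewer than 100 were called without control replicate 1 (91 in all), control replicate 2 (4), Po-VOCs replicate 2 (37) or Po-VOCs replicate 3 (33), and more than with all libraries without control replicate 3 (1052) or Po-VOCs replicate 1 (1397). DESeq2 called 2062, 2050, 2069 and 2401 in the first 4 cases and 3409 and 3597 in the last. The other scalings, count filters and FPKM thresholds, thinning, limma on log2(FPKM + 0.1), the newer and the robust quasi-likelihood methods (423 upregulated and 397 downregulated for the robust one), the removal of the length trend and the summing of aligned gene pairs kept both numbers within 1.5 times. Among these, the share of upregulated genes ranged from 48.7% with the length trend removed to 52.6% with library size only, against 51.6%. It was 50.6% with DESeq2's size factors, 50.0% with upper-quartile factors and 49.8% without a count filter.

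The replicate numbers did not pair the plants: the deviations of same-numbered plants from their group means had correlations of -0.02, 0.02 and -0.11 across genes for numbers 1, 2 and 3. With the replicate number as a block (replicate block), 65 genes were upregulated and 71 downregulated. The block left the GRAS, cytokinin dehydrogenase, WRKY, MYB-CC and AP2 lists with 0 calls and the AUX/IAA and expansin lists with 1 each. In the lists at 0, 19 of 19, 6 of 6, 25 of 30, 7 of 7 and 36 of 37 genes had an unadjusted p below 0.05 under the block, and DESeq2 without it called all. The average became 10.8-fold for AUX/IAA and 22.1-fold for expansin. Of the genes of Fig. 4C, the adjusted p was above 0.05 under the block at a log2 fold change of 4.41 for the cytokinin dehydrogenase gene, 2.03 for the GRAS gene, 6.04 for the expansin gene, 1.77 for the WRKY gene, 1.78 for the MYB-CC gene and 1.49 for the AP2 gene (adjusted p = 0.285), which was also above it in the test without the block.

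In the Fig. 4C genes every alternative set before the data were examined kept the direction. The adjusted p was above 0.05 on log2(FPKM + 1) for the GRAS gene at 1.91 and the MYB-CC gene at 1.75, both on the log2 scale of that unit, and for the AP2 gene at 1.29 (adjusted p = 0.173). The AP2 gene was called by DESeq2 at 1.70 and by the likelihood ratio test at 1.71. With each library left out in turn, the log2 fold changes ranged from 4.88 to 5.61 for AUX/IAA, 3.72 to 5.17 for cytokinin dehydrogenase, 1.85 to 2.43 for GRAS, 4.92 to 7.69 for expansin, 1.61 to 1.90 for WRKY, 1.48 to 2.15 for MYB-CC and 1.01 to 2.06 for AP2. In these fits a group with a library left out rests on 2 plants. ZoEF-1α stayed without a call under the 17 alternatives tabulated for it, with log2 fold changes from -0.34 to 0.03.

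In the family lists, DESeq2 called 27 AUX/IAA, 19 GRAS, 34 WRKY, 7 MYB-CC and 39 AP2 genes, with averages of 8.91-fold for AUX/IAA and 12.9-fold for WRKY. The likelihood ratio test called 27, 19, 26, 7 and 35, and limma-voom called 7, 0 (18 at an unadjusted p below 0.05), 2, 1 and 3. In limma-voom 2 cytokinin dehydrogenase and 7 expansin genes were called, and the expansin average was 29.0-fold. At least 10 counts in every library, which removes weakly expressed genes by construction, gave averages of 5.80-fold for AUX/IAA, 11.4-fold for expansin, 4.58-fold for WRKY, 3.26-fold for MYB-CC and 4.24-fold for AP2, and called 2 cytokinin dehydrogenase, 3 expansin and 6 AP2 genes. Without a filter the WRKY average was 14.7-fold and 8 GRAS genes were called. Library size only and thinning each called 3 GRAS genes. On log2(FPKM + 1), the averages were 5.01-fold for AUX/IAA, 6.20-fold for cytokinin dehydrogenase, 2.53-fold for GRAS, 12.1-fold for expansin, 3.43-fold for WRKY, 2.83-fold for MYB-CC and 3.29-fold for AP2, lowered by the pseudocount, and 1 GRAS and 1 MYB-CC gene were called. On log2(FPKM + 0.1), they were 7.12-fold for AUX/IAA, 23.8-fold for expansin and 6.34-fold for AP2. The median in place of the average was 4.33-fold for AUX/IAA, 13.2-fold for expansin, 5.54-fold for WRKY, 3.59-fold for MYB-CC and 5.34-fold for AP2. With each library left out in turn, averages ranged from 9.36 to 13.5 for AUX/IAA, 7.37 to 15.3 for cytokinin dehydrogenase, 2.70 to 3.67 for GRAS, 13.6 to 36.2 for expansin, 6.30 to 20.8 for WRKY, 3.99 to 5.32 for MYB-CC and 6.86 to 11.1 for AP2. The numbers of calls ranged from 0 to 14 for AUX/IAA, 0 to 4 for cytokinin dehydrogenase, 0 to 7 for GRAS, 0 to 10 for expansin, 0 to 26 for WRKY, 0 to 1 for MYB-CC and 0 to 22 for AP2. The libraries behind the numbers of calls are named beside each family. No listed gene changed direction in any of these fits.

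PC1 and PC2 moved by more than their spread over the fits with a library left out only when control replicate 3 was left out. With each library left out, PC1 took 50.8% to 80.9% and PC2 9.94% to 38.3% of the variance.

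Tests of direction per family, set tests and alternative family definitions were not run, since they need product names for all genes. Depth was even, and thinning to the smallest total gave 883 DEGs against 876. Genes with few control counts, such as LOC122053488 with 0, have fold changes that depth limits.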

Differences from the paper's values

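The paper's number of upregulated genes is 1661, and edgeR's quasi-likelihood test called 452. The paper's number of downregulated genes is 1404, against 424 here. Among the alternatives set before the data were examined, DESeq2 gave 1677 and 1412, within 1.5 times of the paper's numbers in both directions. The other scalings, filters, thresholds and units, the replicate block and the edgeR fits without 1 library gave numbers more than 1.5 times away from the paper's. The edgeR likelihood ratio test, an alternative chosen after seeing the values, gave 1653 and 1289, and it dropped 111 of the upregulated genes held from Table S2A and called 1406. Of the 111, 66 had been removed by the count filter and 45 were tested and not called, while DESeq2, run without that filter, dropped 2. Further DESeq2 runs chosen after seeing the values were within 1.5 times in both directions without control replicate 3 (1925 and 1484, dropping 328 of the upregulated genes held), without Po-VOCs replicate 1 (2059 and 1538, dropping 282), without Po-VOCs replicate 3 (1183 and 1218, dropping 561) and after summing aligned gene pairs (1283 and 1082, with 159 of the held genes not in a called unit). Also chosen after seeing the values, DESeq2 was within 1.5 times upwards only without control replicate 1 (1136 and 926, dropping 559), and downwards only without control replicate 2 (1102 and 948, dropping 619), without Po-VOCs replicate 2 (960 and 1109, dropping 705) and at an adjusted p below 0.01 (1082 and 987, dropping 539). The likelihood ratio test at that threshold was in neither (1064 and 913). The other count models added after seeing the values gave 548 and 528 (newer quasi-likelihood), 423 and 397 (robust quasi-likelihood) and 219 and 183 (limma-voom).

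For the GRAS domain, the paper's number of upregulated genes is 19, of which edgeR called 5. DESeq2 called 19. The remaining alternatives set before the data were examined called between 0 and 8. The edgeR likelihood ratio test, chosen after seeing the values, also called 19 and dropped none of them. DESeq2 runs chosen after seeing the values called 14 without control replicate 1 (dropping 5 of the 19), 15 without control replicate 3 (dropping 4), 16 without Po-VOCs replicate 1 (dropping 3), 16 without Po-VOCs replicate 3 (dropping 3) and 14 at an adjusted p below 0.01 (dropping 5), and 10 without control replicate 2 or Po-VOCs replicate 2 (dropping 9 each). After summing pairs, 18 were in a called unit (1 dropped). The likelihood ratio test at an adjusted p below 0.01 called 13 (dropping 6). The other count models added after seeing the values called 6 (newer quasi-likelihood), 4 (robust quasi-likelihood) and 0 (limma-voom, with 18 genes at an unadjusted p below 0.05).

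For the MYB-CC domain, the paper's number of upregulated genes is 10, of which 6 are in the part of Table S2A used here. This is the size of the part held, and no alternative bears on it. In the lists held in part, edgeR called 11 of 27 AUX/IAA genes, 9 of 30 WRKY genes, 3 of 7 MYB-CC genes and 12 of 37 AP2 genes. DESeq2 called all genes of these lists, 27, 34, 7 and 39. The WRKY average was 7.93-fold over the 30 genes tested by edgeR and 12.9-fold with DESeq2, against the paper's 13-fold.

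The paper marks the AP2 gene LOC122003585 as different between the treatments in Fig. 4C. By qPCR of the same RNA, the paper reports like trends for the genes of that panel (Fig. S4). In the counts, LOC122003585 had a log2 fold change of 1.71 with an adjusted p of 0.134 in edgeR's quasi-likelihood test. It was called by DESeq2 (adjusted p = 0.0278) and by the edgeR likelihood ratio test, chosen after seeing the values (adjusted p = 0.0321). Its adjusted p was also below 0.05 in 2 DESeq2 runs chosen after seeing the values, at 0.00156 without Po-VOCs replicate 1 and 0.0287 after summing pairs. The gene is in no aligned pair, so its own counts were not summed. Without any one of the other libraries, DESeq2 gave it an adjusted p above 0.05, between 0.0750 and 0.251. The other 6 genes of that panel were called by edgeR's quasi-likelihood test.

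The shares of variance were within 1.5 times of the paper's. PC1 took 58.0%, against about 64% in Fig. 4A, read by eye, and PC2 28.5%, against about 20%. With the DESeq2 rlog transformation, chosen after seeing the values, they were 63.7% and 19.9%.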

Other observations

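The tests of shared reads and of control replicate 3 were chosen after the values were seen, and the removal of the length trend and the summing of gene pairs were added after the data had been seen.

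The chromosomes of the Zo_v1.1 annotation carry numbers 1 to 11 and the letters A and B. When the order of genes was aligned by span and number of proteins, all 11 A and B chromosomes with the same number aligned to each other, with scores of 0.155 to 0.336 per gene, against -0.128 to -0.103 for the 110 combinations with different numbers. The lowest of these scores was that of 4A and 4B, which kept 1427 pairs, while 4A and 6B, with different numbers, kept 732. Some pairs can therefore be matches by length alone. The alignment of chromosomes with the same number gave 10606 pairs in which both genes were tested. The hypothesis was that aligned genes are copies of one locus that respond alike. Across these pairs the log2 fold changes had a Pearson correlation of 0.805 and a Spearman correlation of 0.735, against 0.0352 when each gene was set against the partner of the next pair along. Genes are not independent replicates, and the correlation was between 0.702 and 0.839 in each of the 11 chromosome numbers. Deviations of plants from their group mean were also shared within pairs, with a correlation of 0.703, so the likeness is not special to the treatment. Reads placed on the wrong copy could give the same picture. In the 543 pairs whose mean FPKM differed by over 4 times the correlation was 0.524, which a fixed share of misplaced reads could also leave, so shared reads and a like response of the copies cannot be told apart without the sequences. The scaling shifted the median log2 fold change of all genes by less than 0.1 and does not bear on pairs.

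Both copies of a pair were often called. Of the pairs with at least 1 edgeR DEG, 340 in all, both genes were DEGs in the same direction in 110 and in opposite directions in 0. Of the 230 pairs with a single DEG, the other copy had the same sign in 218. Under DESeq2, 426 of 1024 such pairs had both copies called in the same direction and 2 in opposite directions. When the counts of aligned pairs were summed before the test, edgeR called 696 DEGs in place of 876, and DESeq2 called 2365 in place of 3089. Of the 876 edgeR DEGs, 450 lay in tested pairs, and the other 426 lay outside them, where the calls of both copies could not be compared. The prediction written before the test would count a number within 1.5 times against copies as the cause. That label was changed to undecided after the value was seen, so how much copies add over all DEGs stays open. Among the listed family members, 6 pairs of AUX/IAA genes, 5 of GRAS genes, 4 of expansin genes, 4 of AP2 genes, 3 of WRKY genes, 2 of cytokinin dehydrogenase genes and 1 of MYB-CC genes were aligned to each other.

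Technical explanations for the number of DEGs were weighed. Thinning all libraries to the smallest total gave 883 DEGs, so library size is not the source. The 10 highest genes took 2.97% ± 0.293 of the counts in control plants and 3.17% ± 0.773 in exposed plants (SD, n = 3 each), and with library size as the only scaling 52.6% of DEGs were upregulated, against 51.6%. Removing a trend of each library's counts on gene length gave 1025 DEGs. These tests argue against depth, a few abundant genes and gene length as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, only the real split, 1 of 10, gave as many DEGs in edgeR. In the other 9 edgeR called 0, with 369 to 2643 genes at an unadjusted p below 0.05, and DESeq2 called 0 to 254, against 3089 in the real split. With 10 splits the share cannot be below 0.1, so chance cannot be excluded by this count. In 27.6% of the genes tested the groups did not overlap in TMM-scaled counts, against 10% by chance. A difference between the plants' positions, jars or harvest that went with the treatment was not tested, and a response to Po-VOCs stays open beside it.

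Control replicate 3 lay apart from the other control plants on PC2 at -58.1. In it, 52 genes with a mean count of at least 50 were over 4 times above every other library and 154 were over 4 times below, against 1 and 1 in control replicate 2 and 7 and 192 in control replicate 1. Its total count of 14134910 lay within the range of the other libraries, which argues against depth. Its PC1 score of -37.0 lay on the side of the control plants and every exposed plant lay on the other side, which argues against a swap with an exposed plant. A single wrong label from outside the series, the age of the sampled leaves and other differences between plants stay open. Without this plant edgeR called 421 upregulated and 631 downregulated genes, against 452 and 424.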
